# Odd skipped-related 1 controls the pro-regenerative response of fibro-adipogenic progenitors

**DOI:** 10.1038/s41536-023-00291-6

**Published:** 2023-04-05

**Authors:** Georgios Kotsaris, Taimoor H. Qazi, Christian H. Bucher, Hafsa Zahid, Sophie Pöhle-Kronawitter, Vladimir Ugorets, William Jarassier, Stefan Börno, Bernd Timmermann, Claudia Giesecke-Thiel, Aris N. Economides, Fabien Le Grand, Pedro Vallecillo-García, Petra Knaus, Sven Geissler, Sigmar Stricker

**Keywords:** Regeneration, Muscle stem cells, Mesenchymal stem cells

## Abstract

Skeletal muscle regeneration requires the coordinated interplay of diverse tissue-resident- and infiltrating cells. Fibro-adipogenic progenitors (FAPs) are an interstitial cell population that provides a beneficial microenvironment for muscle stem cells (MuSCs) during muscle regeneration. Here we show that the transcription factor Osr1 is essential for FAPs to communicate with MuSCs and infiltrating macrophages, thus coordinating muscle regeneration. Conditional inactivation of Osr1 impaired muscle regeneration with reduced myofiber growth and formation of excessive fibrotic tissue with reduced stiffness. Osr1-deficient FAPs acquired a fibrogenic identity with altered matrix secretion and cytokine expression resulting in impaired MuSC viability, expansion and differentiation. Immune cell profiling suggested a novel role for Osr1-FAPs in macrophage polarization. In vitro analysis suggested that increased TGFβ signaling and altered matrix deposition by Osr1-deficient FAPs actively suppressed regenerative myogenesis. In conclusion, we show that Osr1 is central to FAP function orchestrating key regenerative events such as inflammation, matrix secretion and myogenesis.

## Introduction

Skeletal muscle, which accounts for 30–40% of the total body mass in mammals, is one of the few tissues capable of scarless healing. However, large-scale trauma or muscle disease often lead to replacement of damaged tissue by fibrous and fatty infiltrates^1^. The regenerative capacity of skeletal muscle depends on tissue-resident muscle stem cells (MuSCs) that are essential for skeletal muscle regeneration^2,3^. MuSCs are rapidly activated, and upon tissue damage start to proliferate and give rise to a progenitor pool capable of replacing damaged muscle fibers^4,5^. During regeneration, myogenesis is tightly connected to an interplay of multiple other cell types. Skeletal muscle regeneration follows the general principle of wound healing and begins with an initial inflammatory response characterized by infiltration of immune cells, which represent the first wave of cells expanding in the injured area^6^. Among immune cells, macrophages play a key role in orchestrating the regeneration process. Classically activated M1-like pro-inflammatory macrophages are required for the clearance of tissue debris, attraction and modulation of further immune cells and activation of MuSCs^7^. Subsequently, these macrophages convert into alternatively activated M2-like restorative phenotypes, which promotes muscle progenitor differentiation into myocytes and their fusion to new myofibers^4,5,8,9^. Immune cell infiltration in the injury area is also associated with the immediate activation and expansion of tissue-resident stromal cells called fibro-adipogenic progenitors (FAPs)^10^. FAPs, originally identified by expression of the cell surface markers Sca-1 or PDGFRα^11,12^, generate a beneficial microenvironment for regeneration in part via secreted signaling molecules and via the formation of a transient extracellular matrix (ECM)^11,13–15^. While FAPs are essential for effective muscle regeneration under physiological conditions^3,16^, they are the source of fibrosis and fatty infiltration under degenerating or chronic inflammatory states^14,17–21^. To control transitional FAP pool expansion and prevent fibro-fatty infiltration, classically activated M1-like macrophages induce FAP apoptosis via TNFα in mid-regeneration thus limiting transient ECM production and making way for regenerating muscle fibers^22^. Conversely, alternatively activated M2-like macrophages create a TGFβ-rich environment that induces differentiation of FAPs into myofibroblasts, which increasingly synthesize new ECM components^15,22^. Accordingly, many myopathies, including amyotrophic lateral sclerosis and Duchenne muscular dystrophy, are associated with exacerbated inflammatory responses, resulting in deregulated FAP function, excessive fibrotic tissue formation, and loss of muscle function^21,23^.

Despite increasing knowledge about the role of FAPs during the regenerative process, no intrinsic transcriptional regulator is known that controls key aspects of their different functions. We previously identified the zinc finger transcription factor Odd skipped-related 1 (Osr1) as a key regulator of the pro-myogenic function in an embryonic FAP-like cell population, which also is a developmental source of adult FAPs^24^. While *Osr1* reporter gene and protein expression was undetectable in homeostatic muscle, it was reactivated during muscle regeneration^25^. Here we show that *Osr1* is required for FAP function during skeletal muscle regeneration. Loss of *Osr1* leads to a pro-fibrotic orientation of FAPs and impairs both FAP-macrophage and FAPs-MuSC communication networks resulting in impaired regenerative myogenesis and persistent fibrosis. This demonstrates that Osr1 is a key transcriptional regulator of FAP regenerative function protecting FAPs from assuming a detrimental pro-fibrotic and anti-myogenic state.

## Results

### Conditional inactivation of Osr1 impairs muscle regeneration

First, *Osr1* expression was analyzed in the single cell dataset from Oprescu et al.^26^, confirming *Osr1* expression in FAPs throughout muscle regeneration (Supplementary Fig. 1a) in agreement with our previous data^25^. Osr1-flox mice generated from an *Osr1* multifunctional allele^25^ were mated to CAGG-CreER animals to allow timed inactivation of *Osr1* based on tamoxifen delivery. Cre-mediated recombination inactivates Osr1 by replacing it with eGFP, which can be used to track recombined cells (Fig. 1a). Tamoxifen was administered concomitant to freeze-pierce injury of the tibialis anterior muscle (TA), and on the following two days (Fig. 1b). Expression of GFP from the recombined *Osr1* allele was analyzed via flow cytometry and found exclusively in Lin- (non-hematopoietic, non-endothelial) cells (Supplementary Fig. 1b). To further confirm specific *Osr1* expression in FAPs, FACS-isolated FAPs (Lin-/Sca1+), MuSCs (Lin-/α7-integrin+) and Lin+ (CD31, CD45, TER-119) cells were analyzed by RT-qPCR. *Osr1* was only detected in FAPs, not in MuSCs or Lin+ cells (Supplementary Fig. 1c). Osr1-deficient Osr1^flox/flox^;CAGG^CreER^ animals are further termed Osr1cKO. *Osr1* mRNA expression was efficiently decreased by 80% in FAPs (Supplementary Fig. 1c) or total muscle samples (Supplementary Fig. 1d) of 3 dpi Osr1cKO mice.

**Fig. 1:**
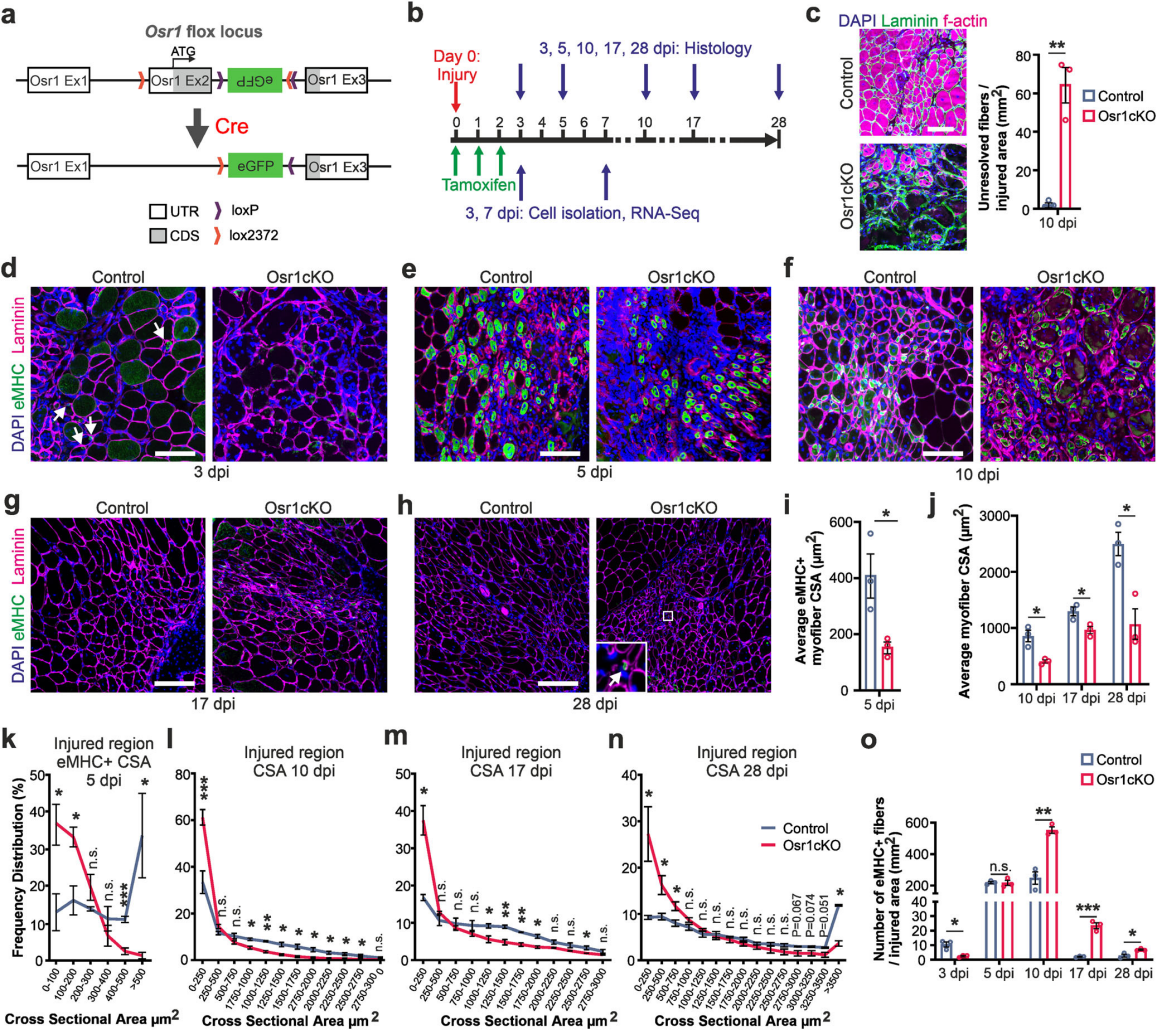
Conditional inactivation of Osr1 impairs muscle regeneration. **a** Schematic representation of the *Osr1* conditional allele and Cre-mediated locus recombination **b** Schematic depiction of Tamoxifen administration and analysis time points (dpi: days post-injury). **c** Phalloidin labeling for f-actin at 10 dpi to detect unresolved ghost fibers; quantification shown right (*n* = 3). **d**–**h** Immunolabeling for embryonal myosin heavy chain (eMHC) and Laminin on control and Osr1cKO muscle sections at indicated dpi; nuclei were stained for DAPI. **i** Quantification of eMHC+ myofiber cross sectional area (CSA) in the injury region of control and Osr1cKO muscle at 5 dpi (*n* = 3). **j** Quantification of myofiber cross sectional area (CSA) in the injury region of control and Osr1cKO muscle at 10, 17 and 28 dpi (*n* = 3). **k** eMHC+ Myofiber size frequency distribution in the injury region of control and Osr1cKO muscle at 5 dpi (*n* = 3). **l**–**n** Myofiber size frequency distribution in the injury region of control and Osr1cKO muscle at 10, 17 and 28 dpi (*n* = 3). **o** Quantification of eMHC positive fibers per area at indicated dpi (*n* = 3). Data are represented as mean ± SEM; *P*‐value calculated by two‐sided unpaired *t* test between control and Osr1cKO samples for each time point; *p < 0.05, **p < 0.01, ***p < 0.001. *N*‐numbers indicate biological replicates (mice per genotype). Scale bars: 100 μm in (**c**–**h**).

No major histological differences were observed between Osr1cKO and control muscles at 3 and 5 dpi (Supplementary Fig. 2). Both genotypes showed hallmarks of degeneration of injured muscle tissue driven by the initial pro-inflammatory phase. At 10 dpi histology indicated accumulation of granulation tissue and abundance of degenerating fibers in Osr1cKO muscle compared to controls (Supplementary Fig. 2). Indeed, in Osr1cKO mice filamentous actin (f-actin)-negative degenerating “ghost” fibers persisted at 10dpi (Fig. 1c), whereas degenerating tissue was already completely resolved in the controls.

Overall, regenerating myofibers appeared smaller and more variable in size in Osr1cKO muscle (Supplementary Fig. 2). Immunolabeling for laminin to outline muscle fibers and for embryonal myosin heavy chain (eMHC) to label newly regenerating fibers confirmed impaired post-injury myofiber growth in Osr1cKO animals (Fig. 1d–h). The average size (cross sectional area, CSA) of eMHC+ myofibers at 5 dpi was reduced in Osr1cKO muscle to less than 50% of control levels (Fig. 1i). At 10, 17 and 28 dpi myofibers in the injury area of Osr1cKO mice were 30–60% smaller compared to corresponding controls (Fig. 1j). While a steep increase in fiber size was observed in the controls especially between 17 and 28 dpi, fiber size remained constant in the Osr1cKO. Plotting discrete size windows (CSA distribution frequency) confirmed a shift towards extremely small fiber calibers in Osr1cKO muscle, with approx. 70% of eMHC+ fibers having a CSA of less than 200 µm^2^ at 5 dpi (Fig. 1k), and approx. 50% of fibers having a CSA less than 500 µm^2^ at 10, 17 and 28 dpi (Fig. 1l–n).

Quantification of actively regenerating eMHC+ fibers within the injury area showed a delay in formation and maturation of new fibers. Compared to the controls, Osr1cKO muscles exhibited a significantly lower amount of eMHC+ fibers at 3 dpi (Fig. 1d, o), which was equalized at 5 dpi (Fig. 1e, o). Conversely, a higher proportion of eMHC+ fibers was observed in Osr1cKO muscle at 10 dpi (Fig. 1f, o), which accumulated around apparently non-resolving ghost fibers (Fig. 1f). At 17 and 28 dpi eMHC+ fibers had almost completely disappeared in controls but persisted in the Osr1cKO (Fig. 1g, h, o).

In conclusion, inactivation of Osr1 leads to impaired degenerating tissue resolution and delayed formation, maturation and growth of regenerating myofibers.

### Loss of Osr1 leads to reduced regenerating tissue stiffness and persistent fibrosis

Immunolabeling for laminin (Fig. 1d–h) and collagen type VI (Supplementary Fig. 3a) indicated an increase in ECM in Osr1cKO muscle. Picrosirius red staining was performed to evaluate ECM deposition. No difference was observed at 3 dpi between control and Osr1cKO muscle, indicating the initial transient fibrotic response as a normal feature of the regeneration process (Fig. 2a, f). Starting at 5 dpi, a significant increase in ECM deposition was found in Osr1cKO muscle (Fig. 2b, f). While ECM remodeling in controls led to a marked decrease in picrosirius red staining between 5 and 10 dpi, it peaked at 10 dpi in Osr1cKO animals, and started to decrease between 10 and 17 dpi (Fig. 2c, d, f). At 17 and 28 dpi, Osr1cKO animals still showed approx. twice as much picrosirius red staining than controls (Fig. 2d–f) indicating persistent fibrosis.

**Fig. 2:**
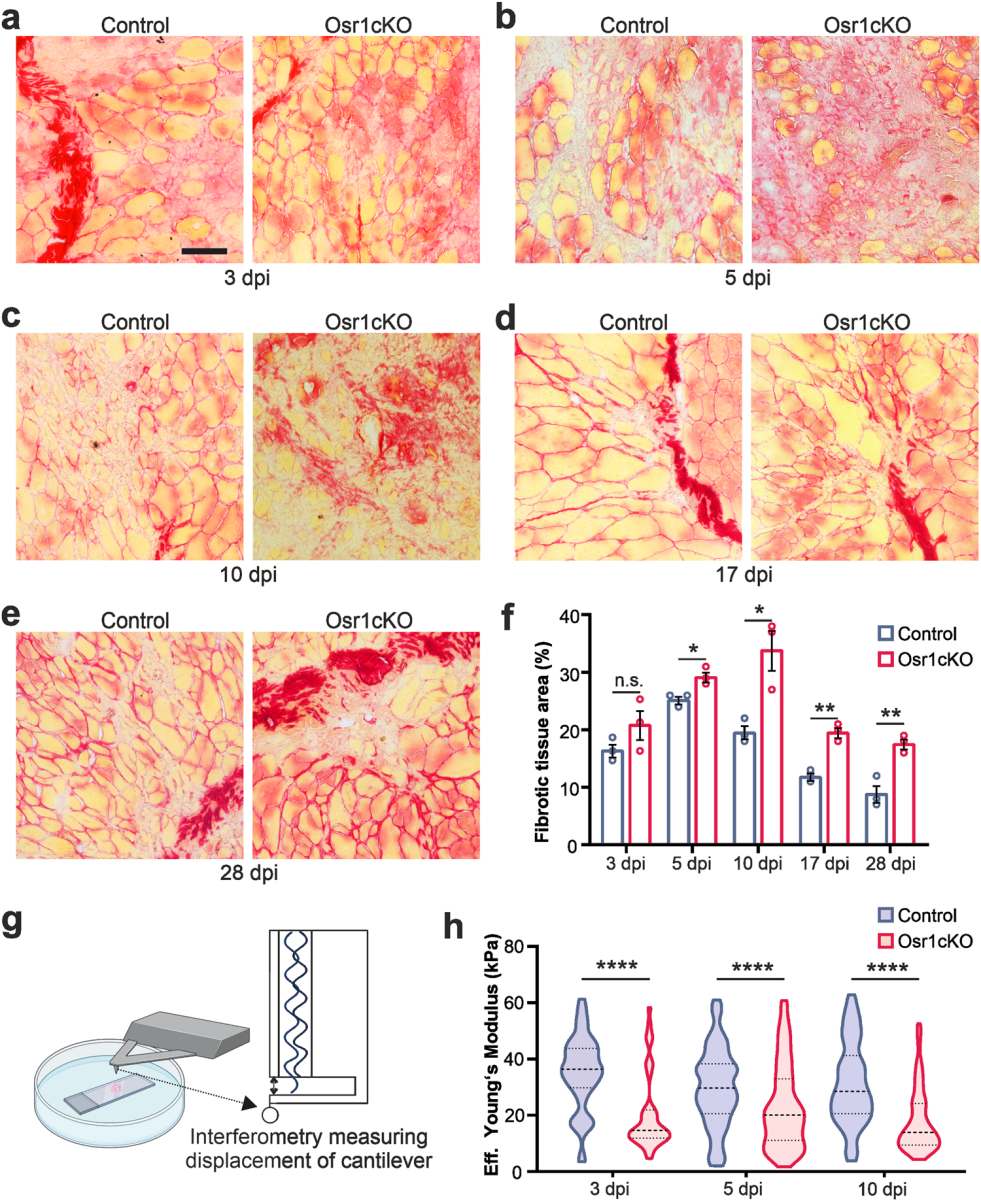
Loss of Osr1 results in persistent fibrosis and tissue softening. **a**–**e** Picrosirius red staining on control and Osr1cKO muscle sections at indicated days post-injury (dpi). **f** Quantification of picrosirius red staining (*n* = 3). Data are presented as mean ± SEM. **g** Schematic representation of nanoindentation method to assess tissue stiffness. **h** Quantification of nanoindentation stiffness measurements of the injured area in muscle tissue sections of control and Osr1cKO mice (*n* = 3). Violin plots show full data range, mean value, first and third quartiles are indicated. *P*‐value in (**f**, **h**) calculated by two‐sided unpaired *t* test between control and Osr1cKO samples for each time point; *p < 0.05, **p < 0.01, ****p < 0.0001. *N*‐numbers indicate biological replicates (mice per genotype). Scale bars: 100 μm in (**a**–**e**).

Fibrotic scarring is typically associated with increased tissue stiffness^27^, as it is also observed in *mdx* animals used as a model for Duchenne muscular dystrophy^28^. However, these observations are typically made by assessing passive tissue stiffness at a late time point of disease^29,30^. To assess the impact of altered tissue remodeling on the mechanical properties of the regenerating tissue during the initial phase of transient pro-regenerative ECM formation, nanoindentation was performed (Fig. 2g). Dynamic alterations in tissue stiffness were first defined in wild type mice by comparing the injured region of damaged muscles at 3, 4 and 5 dpi with the corresponding intact (contralateral) muscle. This showed a transient stiffness increase at 3 and 4 dpi, which decreased back to the range of uninjured levels already at 5 dpi (Supplementary Fig. 3b). In regenerating Osr1cKO muscles no transient increase in stiffness was observed, but rather a tissue softening occurred at 3 dpi (Fig. 2h). Injured Osr1cKO muscle consistently exhibited lower stiffness than controls at 5 and even at 10 dpi (Fig. 2h). Taken together, loss of Osr1 resulted in a softened transient ECM during regeneration followed by persistent fibrosis.

### Osr1-deficient FAPs have an intrinsic defect in pool expansion

We next assessed possible direct effects of Osr1 depletion on FAPs. Quantification of PDGFRA + FAPs on tissue sections at 3 dpi showed a decreased number of FAPs in the regenerating region of Osr1cKO animals compared to the control (Fig. 3a). This was confirmed by flow cytometry analysis at 3 dpi (Fig. 3b), at 7 dpi, however, FAP numbers were not significantly altered (Fig. 3b). FAPs isolated by fluorescence-activated cell sorting (FACS) and immediately stained after isolation showed approx. 80% decreased Ki67 labeling (Fig. 3c), and approx. three-fold increased apoptosis rate (Fig. 3d).

**Fig. 3:**
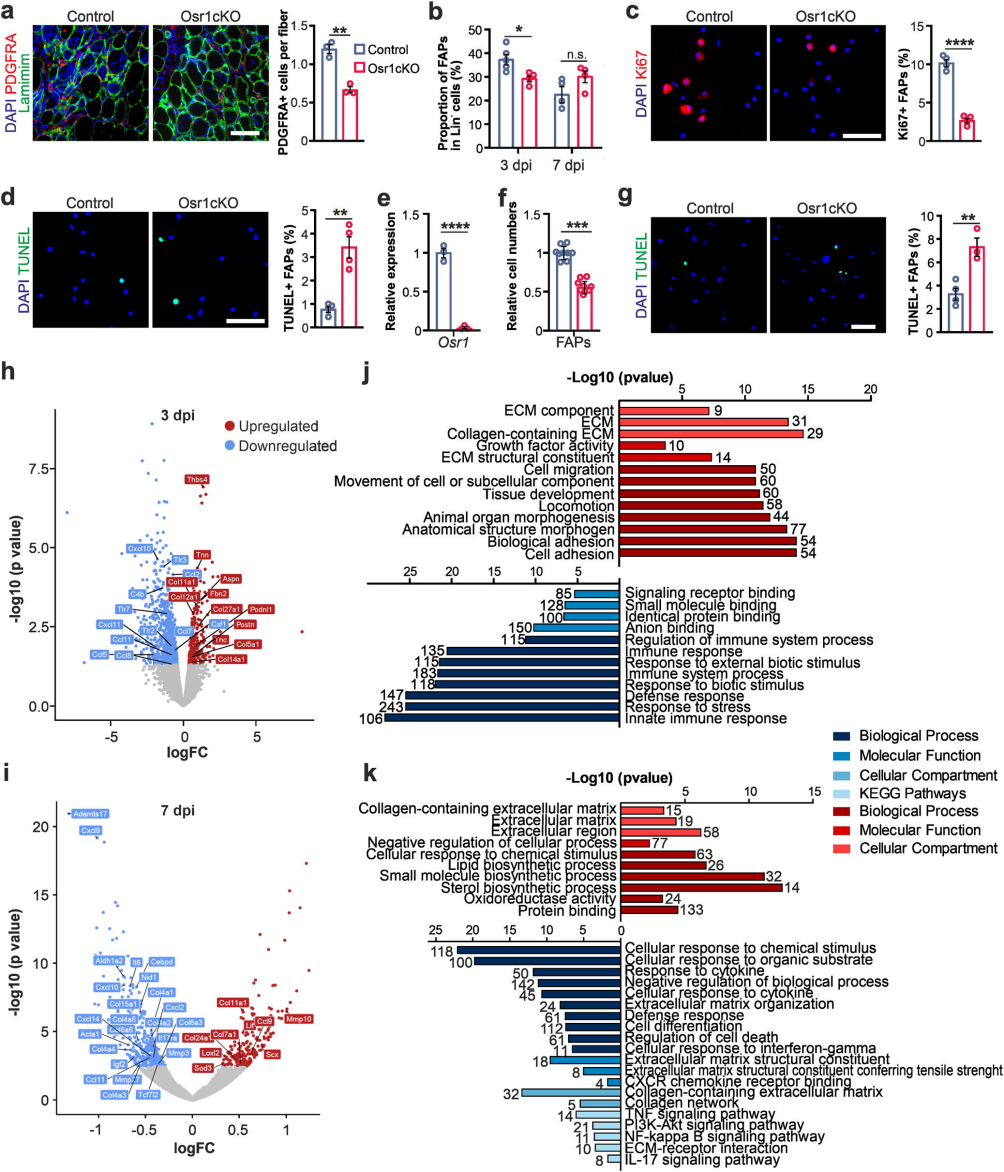
Osr1 deletion affects FAP expansion and transcriptomic response after acute injury. **a** PDGFRA staining on 3 dpi tissue sections of control and Osr1cKO TA muscle; myofibers are outlined by Laminin, nuclei are stained with DAPI. Quantification of PDGFRA+ cells per myofiber in the regenerative area is shown right (*n* = 3 animals per genotype). **b** Flow cytometry analysis of FAP numbers at 3 and at 7 dpi (at 3 dpi *n* = 5 for control and *n* = 4 for Osr1cKO, at 7 dpi *n* = 4 each). **c** Ki67 labeling of 7 dpi FAPs isolated by FACS; quantification right (*n* = 4). **d** TUNEL labeling 7 dpi FAPs isolated by FACS; quantification right (*n* = 4). **e** RT-qPCR analysis of Osr1 expression after 4OHT-mediated in vitro recombination of FAPs isolated from control and Osr1cKO animals. **f** Cell numbers of in vitro recombined FAPs after 6 days of culture in growth medium. **g** TUNEL labeling on in vitro recombined FAPs after 4 days of culture in growth medium. **h**, **i** Volcano plot of DE genes between Osr1^flox/+^;CAGG-Cre^+^ (control) and Osr1cKO FAPs at 3 or 7 dpi (*n* = 2). **j**, **k** GO analysis of genes upregulated (red) or downregulated (blue) in Osr1cKO FAPs at 3 or 7 dpi (*n* = 2). Data are presented as mean ± SEM; *P*‐value calculated by two‐sided unpaired t‐test between control and Osr1cKO samples for each time point; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *N*‐numbers indicate biological replicates (mice per genotype). Scale bars: 100 μm in (**a**, **g**); 50 μm in (**c**, **d**).

To assess whether these defects were cell autonomous, we performed in vitro recombination of the Osr1^flox/flox^ allele in Osr1cKO FAPs. FAPs were isolated by pre-plating, yielding cells phenotypically and biochemically similar to FAPs isolated by FACS^31^. 4-hydroxytamoxifen (4OHT) treatment resulted in an approx. 98% decrease of *Osr1* mRNA expression (Fig. 3e). In line with in vivo results, also the in vitro recombined FAPs showed significantly reduced cell numbers after 6 days of culture in growth medium (Fig. 3f) and increased apoptosis (Fig. 3g) suggesting that Osr1 is required for FAP viability.

### Osr1-deficient FAPs show altered cytokine and ECM gene expression profiles

To gain deeper insight into intrinsic effects of Osr1 depletion, we performed transcriptome analysis of FAPs isolated by FACS at 3 and 7 dpi. 

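RNA was sequenced from GFP+ FAPs, the mesenchymal progenitors of skeletal muscle, sorted from injured muscle of control (Osr1flox/+;CAGG-Cre+) and Osr1cKO (Osr1flox/flox;CAGG-Cre+) mice. There were 2 libraries per genotype at each day, 8 libraries in all. Each library came from 1 mouse at 3 dpi and from 4 pooled mice at 7 dpi. Libraries were stranded, paired-end and made from polyadenylated RNA. The paper's methods name a pair of Illumina instruments with different read lengths, while the sample labels give one read length for all 8 libraries, so it was not settled which day ran on which instrument. The authors aligned the reads to mm10 with STAR and deposited 1 table per library with a TPM value, a length-normalized share of all transcripts, for each gene symbol. The methods state that TPM was calculated from fragment counts normalized by DESeq2; they do not name the program that counted fragments or its annotation. TPM itself carries no depth. With GENCODE exon lengths, however, the low TPM values of each library were multiples of the value of 1 fragment, and between 98.7% and 98.9% of the values under 50 fragments lay within 0.02 of a whole number. On this scale, control libraries at 3 dpi held 46398399 and 48736369 fragments on genes and Osr1cKO libraries 49964141 and 51092489. At 7 dpi, control libraries held 39489397 and 41160907 and Osr1cKO libraries 36513909 and 37070267. Depth was thus higher at 3 dpi, and within each day the genotypes differed less than the days. For each day, TPM was scaled by the 30% trimmed mean of log ratios, genes with at least 10 recovered fragments in at least 2 libraries and 15 in all were kept, and log2(TPM + 1) was compared between genotypes with limma. Fold changes are on this log2(TPM + 1) scale, which understates the change of low genes, and TPM values are given as deposited. The thresholds were those of the paper's methods: a fold change over 1.2 with an unadjusted p under 0.05 at 3 dpi, and with a Benjamini-Hochberg adjusted p under 0.1 at 7 dpi. With 2 libraries per group, a single library can carry a difference, and values without single libraries are given for the lists and for several genes.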

To enrich FAPs from the injury region, cells with active *Osr1* expression were isolated based on eGFP expression from the recombined Osr1^flox^ allele (Supplementary Fig. 1b). Efficient deletion of floxed exon 2 and consequent lack of exon 3 expression was confirmed in the RNA Sequencing (RNA-Seq) data (Supplementary Fig. 4a). 

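Osr1 (ENSMUSG00000048387.8) lies on chromosome 12 of mm10 from 9570116 to 9581500 on the plus strand. Its longer annotated transcript has 3 exons of 302, 699 and 1011 bp, with exon 2 from 9579095 to 9579793 and exon 3 from 9580490 to 9581500. The deposited tables give 1 value per gene, which includes exon 1, so reads on single exons were not analysed here. Whether reads on exon 1, the shortest of the 3, account for the size of the drop was not tested. At 3 dpi, Osr1 stood at 105 and 91.0 TPM in the control libraries and at 70.7 and 71.9 TPM in the Osr1cKO libraries, a mean of 98.0 ± 9.90 against 71.3 ± 0.850 TPM (SD, n = 2). The log2 fold change was -0.47 (standard error 0.13, adjusted p = 0.770 from limma with Benjamini-Hochberg adjustment). At 7 dpi, the values were 67.6 and 71.6 TPM in control and 64.4 and 60.8 TPM in Osr1cKO, a log2 fold change of -0.29 (standard error 0.08, adjusted p = 0.307). Both Osr1cKO libraries lay below both control libraries at each day. With each library left out in turn, the log2 fold change stayed between -0.57 and -0.36 at 3 dpi and between -0.35 and -0.22 at 7 dpi. The paper reports a larger loss of Osr1 mRNA by RT-qPCR, in FAPs and in total muscle at 3 dpi. That is another measure than TPM over the whole gene, and the reason for the difference was not tested here.

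**Figure D1:**
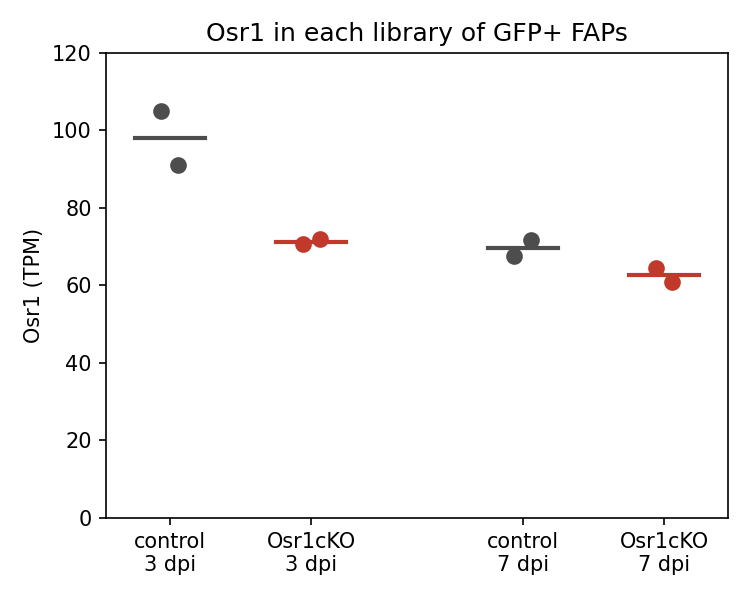
Osr1 in each of the 8 libraries, in TPM as deposited, by genotype and day. Points are libraries and lines are the means of 2 libraries; the Osr1cKO points lie below the control points at both days, with 70.7 and 71.9 TPM at 3 dpi.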

RNA-Seq analysis revealed a total of 950 differentially expressed genes (DEG), of which 261 were upregulated and 689 were downregulated in homozygous Osr1cKO FAPs compared with heterozygous controls at 3 dpi (Fig. 3h). 

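At 3 dpi, 15586 genes were tested, and 341 were higher and 640 lower in Osr1cKO FAPs at an unadjusted p under 0.05 and a fold change over 1.2. With no effect of genotype, 779 of the tested genes would lie under that p by chance. No gene had a Benjamini-Hochberg adjusted p under 0.1; the smallest was 0.306. At an adjusted p under 0.1 in place of the unadjusted p, both counts were 0; at the unadjusted p, the alternative that moved them most fitted all 8 libraries together and gave 691 higher and 1002 lower genes. Among the higher genes whose libraries did not overlap between genotypes, those of smallest p were Pcdhgb8, Gm15491, Bace1, Ost4 and Gm13669. Bace1 (chromosome 9, 45838580 to 45864399) rose from 33.9 ± 2.53 to 64.3 ± 0.200 TPM (SD, n = 2), a log2 fold change of 0.89 (standard error 0.13, adjusted p = 0.770 from limma). Ost4 (chromosome 5, 30905885 to 30907788) rose from 157 ± 10.3 to 278 ± 12.3 TPM. Both genes overlap genes on the opposite strand, Rnf214 and Agbl5, and the counting is not stated to use strand, so their values are uncertain. Pcdhgb8 had 0.470 and 0.681 TPM in control and 6.99 and 11.8 TPM in Osr1cKO, but it shares exons with the other genes of the gamma protocadherin cluster, so its value is uncertain. Gm15491, antisense to Npm3, and Gm13669, a processed pseudogene, are uncertain as well. The lower genes of smallest p were Gm35082, Trim34b, Ucp2, Gm13822 and Gm44075. Ucp2 (chromosome 7, 100493337 to 100502020) fell from 56.9 ± 7.65 to 6.79 ± 2.44 TPM (SD, n = 2), a log2 fold change of -2.94 (standard error 0.27, adjusted p = 0.495), and overlaps Dnajb13 on the opposite strand. Trim34b (chromosome 7, 104329471 to 104336909) had 5.69 and 6.67 TPM in control and 0.299 and 0.124 TPM in Osr1cKO; Trim34a is a close copy, and reads could have been split between them. Gm35082 and Gm44075 were listed at 0 in both Osr1cKO libraries, with 5.26 and 7.23 TPM and 8.55 and 4.73 TPM in control. Gm13822, antisense to Oasl1, fell from 4.47 ± 0.745 to 0.335 ± 0.151 TPM.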

At 7 dpi, 544 DEGs were determined, of which 206 were up- and 338 were downregulated in Osr1cKO FAPs (Fig. 3i). 

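At 7 dpi, 16411 genes were tested, and 3 were higher and 8 lower in Osr1cKO FAPs at an adjusted p under 0.1 and a fold change over 1.2. The smallest adjusted p was 0.0907. At an unadjusted p under 0.05 and the same fold change, 851 genes were higher and 983 lower, where 821 of the tested genes would lie under that p by chance. This balance depended on the scaling: on deposited TPM without further scaling, 2288 genes were higher and 457 lower. The alternative that moved the counts at adjusted p most, limma-voom on the recovered fragments with robust eBayes, was chosen after the data were seen and gave 107 higher and 189 lower genes. The higher genes were Slpi, Emb and Gzmc. Slpi (chromosome 2, 164354070 to 164389095) rose from 4.36 ± 1.06 to 45.4 ± 10.8 TPM (SD, n = 2), a log2 fold change of 2.99 (standard error 0.23, adjusted p = 0.0907 from limma). Emb (chromosome 13, 117208536 to 117274415) rose from 69.2 ± 0.471 to 130.0 ± 4.51 TPM, a log2 fold change of 0.76 (standard error 0.07), with the antisense gene Gm17509 over its exons. Gzmc (chromosome 14, 56231441 to 56234656), a granzyme with close copies beside it whose reads could have been split, had 2.08 and 1.52 TPM in control and 9.65 and 12.0 TPM in Osr1cKO. Among the lower genes, those of smallest p were Cxcl9, Zim1, Peg3, Fbln7 and Fgl2. Cxcl9 (chromosome 5, 92321347 to 92328079) fell from 115 ± 4.24 to 58.6 ± 3.04 TPM, a log2 fold change of -1.10 (standard error 0.07, adjusted p = 0.0907). Zim1 and Peg3, neighbouring imprinted genes on chromosome 7 (6671269 to 6696450 and 6703892 to 6730431), had log2 fold changes of -1.68 (standard error 0.13) and -0.99 (standard error 0.08). Fgl2 (chromosome 5, 21372642 to 21378374) fell from 233 ± 2.78 to 141 ± 10.8 TPM, and Fbln7 (chromosome 2, 128862981 to 128897034) from 201 ± 11.9 to 119.7 ± 4.48 TPM. Each of these 8 genes had Osr1cKO libraries on one side of both control libraries. Transcripts of both sex chromosomes also differed between the genotypes at 7 dpi. A difference in sex between the pools thus cannot be told apart from genotype in the values of that day.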

We then performed gene ontology (GO) annotation clustering of the DEGs according to cellular component, biological process and signaling pathway. This revealed that a significant number of DEGs upregulated in Osr1cKO FAPs at 3 dpi were associated with the ECM (GO:0031012), “collagen-containing ECM” (GO: 0062023), “extracellular structural constituent” (GO:0005201) or cell-matrix interaction such as “cell adhesion” (GO:0007155) (Fig. 3j). 

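All genes with a collagen chain symbol were taken as 1 list, fixed before the data were examined, and tested with limma's camera at a preset correlation of 0.01 between genes. Of 38 collagen genes tested at 3 dpi, 24 were higher in Osr1cKO, with a median log2 fold change of 0.17 (adjusted p = 0.0470 over the 41 list tests). This median rested on single libraries: it was 0.03 without Osr1cKO replicate 1, 0.08 without control replicate 1, 0.33 without control replicate 2 and 0.40 without Osr1cKO replicate 2. By camera, 9 of 20 lists passed an adjusted p of 0.05 at 3 dpi and 14 of 21 at 7 dpi, whereas no list passed at either day under fry or with the correlation estimated from the data. Col12a1 (chromosome 9, 79598991 to 79718831) rose from 262 ± 8.38 to 418 ± 64.4 TPM (SD, n = 2), a log2 fold change of 0.65 (standard error 0.17, adjusted p = 0.770). Col11a1 (chromosome 3, 114030540 to 114220718) had 1.51 and 1.77 TPM in control and 3.09 and 2.97 TPM in Osr1cKO. The basement membrane list, with 27 genes tested, did not rise: 17 were lower, with a median of -0.08 (adjusted p = 0.359 by camera) that was 0.01 without control replicate 1 and -0.19 without control replicate 2. All 12 genes that the paper labels as upregulated in Fig. 3h were higher here, 7 of them at an unadjusted p under 0.05 and a fold change over 1.2, and 0 after adjustment over all genes; adjusted over the list alone, 9 had an adjusted p under 0.1, which is not independent evidence because the labels were chosen on these samples. The 12 labelled as downregulated were all lower, 9 of them past the unadjusted threshold, 0 after adjustment over all genes and 12 adjusted over the list alone. The gene ontology annotation used in the paper was not used here.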

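At 7 dpi, all 9 genes that the paper labels as upregulated in Fig. 3i were higher in Osr1cKO here, from 0.35 to 1.56 on the log2 scale, and 8 passed an unadjusted p under 0.05 and a fold change over 1.2. None passed after adjustment over all genes; adjusted over the list alone, 9 passed, and the labels come from these same samples. Of the 24 genes labelled as downregulated, 24 were lower, 23 past the unadjusted threshold, 2 after adjustment over all genes and 24 adjusted over the list alone. Col11a1 rose from 49.2 ± 0.837 to 80.5 ± 3.25 TPM (SD, n = 2), a log2 fold change of 0.56 (standard error 0.08, adjusted p = 0.194 from limma), and its libraries did not overlap between genotypes. Collagen genes as a whole went the other way: 31 of 42 were lower, with a median log2 fold change of -0.17 (adjusted p = 0.00361 by camera), or -0.06 on the deposited TPM without further scaling. Between the days, the effect of genotype on collagen genes differed by a median of -0.28 (adjusted p = 0.000195 by camera and 0.281 by fry over 21 lists).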

Upregulated DEGs at 7 dpi were also mainly associated with terms related to the ECM (Fig. 3k). 

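Interferon-stimulated genes and chemokines were taken as lists written before the data were examined. At 3 dpi, 40 of 40 interferon-stimulated genes were lower in Osr1cKO FAPs, 33 of them at an unadjusted p under 0.05 and a fold change over 1.2. Their median log2 fold change was -1.44 (adjusted p = 1.40e-24 by camera and 0.429 by fry). The size rested on Osr1cKO replicate 2, without which the median was -0.73; without Osr1cKO replicate 1 it was -2.14. Rsad2 (chromosome 12, 26442746 to 26456452) fell from 263.6 ± 90.3 to 55.5 ± 41.1 TPM (SD, n = 2), a log2 fold change of -2.42 (standard error 0.59, adjusted p = 0.770 from limma) that ranged from -3.27 to -1.58 as each library was left out. Oas3 fell from 62.8 ± 20.9 to 11.8 ± 10.0 TPM and Cmpk2 from 80.0 ± 9.45 to 17.9 ± 15.4 TPM, with log2 fold changes between -3.47 and -1.64 and between -3.37 and -1.43 as each library was left out. Of 26 chemokines, 19 were lower at 3 dpi, with a median of -0.27 (adjusted p = 0.0165 by camera), which became -0.10 without control replicate 2. Cxcl10 (chromosome 5, 92346638 to 92348889), which overlaps Art3 on the opposite strand, had 1438 and 1264 TPM in control and 573 and 206 TPM in Osr1cKO. Ccl2 (chromosome 11, 82035571 to 82037453) had 3608 and 3556 TPM in control and 2153 and 2173 TPM in Osr1cKO. At 7 dpi, 37 of 40 interferon-stimulated genes were lower, with a median of -0.26 (adjusted p = 2.67e-08 by camera); without Osr1cKO replicate 1 it was -0.14, and on deposited TPM without further scaling -0.13. Chemokines were lower in 15 of 23 cases at 7 dpi, with a median of -0.15 (adjusted p = 0.0419 by camera), -0.07 without control replicate 2, -0.08 without Osr1cKO replicate 1, -0.31 without control replicate 1 and -0.27 without Osr1cKO replicate 2. Between the days, the effect on interferon-stimulated genes differed by 1.19 in the median (adjusted p = 4.08e-17 by camera and 0.410 by fry).

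**Figure D2:**
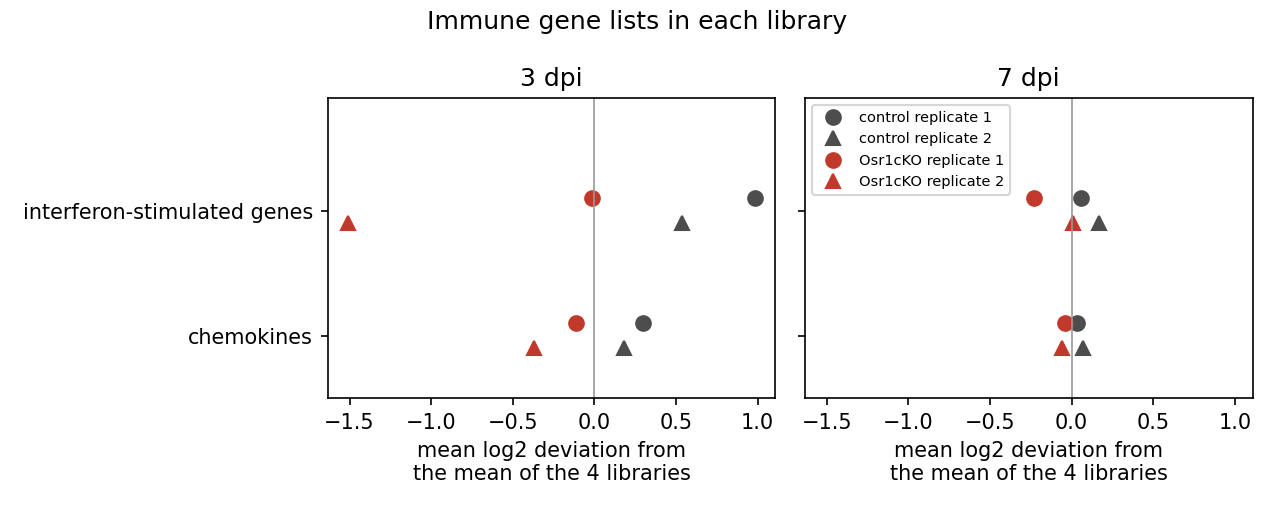
Mean log2 deviation of interferon-stimulated genes and chemokines in each library from the mean of the 4 libraries of that day. Points are libraries (circles for replicate 1, triangles for replicate 2); at 3 dpi the interferon-stimulated genes lay at 0.98 and 0.54 in control and at -0.01 and -1.51 in Osr1cKO.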

DEGs downregulated in Osr1cKO FAPs showed enrichment of genes related to the “innate immune response” (GO:0045087) or “regulation of immune system” (GO:0002682) at 3 dpi (Fig. 3j) and enrichment of genes belonging to “response to cytokine” (GO:0034097) and “defense response” (GO:0034097) at 7 dpi (Fig. 3k). Accordingly, analysis of genes commonly deregulated at both time points (total: 96 genes: 32 up- and 45 downregulated at both time points, 19 genes with opposite regulation; Supplementary Fig. 4b) confirmed that they were associated with GO terms related to “collagen-containing extracellular matrix” and “defense response,” respectively. (Supplementary Fig. 4c, d).

In summary, loss of Osr1 impairs initial FAP expansion and leads to a sustained shift in their transcriptional profile. These transcriptional alterations might affect several key functions attributed to FAPs during regeneration^6^, including the synthesis and remodeling of the transient ECM, but also their immunomodulatory properties.

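Genes called at both days were counted over the 14929 genes tested at both. With the paper's thresholds, 0 genes were higher at both days, 0 were lower at both and 1 went in opposite directions, where independent calls would give 0.0433, 0.307 and 0.250. The gene in opposite directions was Fbln7, named here because the count is small; at 3 dpi it had 14.4 and 13.1 TPM in control and 28.2 and 18.2 TPM in Osr1cKO. These counts follow from the 11 calls at 7 dpi. With unadjusted p under 0.05 and a fold change over 1.2 at both days, 51 genes were higher, 82 lower and 33 opposite, where independent calls would give 16.2, 33.4 and 47.6. The days share no library. Of the 1619 genes past the unadjusted threshold at 7 dpi and tested at 3 dpi, 66.3% had the same sign at 3 dpi; splitting the 3 dpi libraries by replicate number in place of genotype gave 69.0% and splitting them across it 58.6%, each in the orientation with the larger share. Of the 8 matrix genes that the paper shows as deregulated at both days (Supplementary Fig. 4d), 8 were higher at 3 dpi, 3 past the unadjusted threshold, and 7 were higher at 7 dpi, 7 past it, with Angptl4 as the exception. Of the 21 defense genes shown there, 21 were lower at each day, 16 past the unadjusted threshold at 3 dpi and 21 at 7 dpi. After adjustment over all genes, 0 of either group passed; adjusted over the list alone, 0 and 7 matrix genes and 19 and 21 defense genes passed at 3 and 7 dpi, on the samples the genes were chosen on. A genotype by day interaction, fitted over 17337 genes in all 8 libraries, had an adjusted p under 0.05 for 0 genes and an unadjusted p under 0.05 for 1189, where chance would give 867. In its summary of these experiments, the paper states that loss of Osr1 leads to a sustained shift in the transcriptional profile of FAPs.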

### Loss of Osr1 disrupts FAP-immune cell interplay and prevents regenerative macrophage polarization

Since the transcriptome analysis indicated altered immunomodulatory properties of Osr1cKO FAPs, we investigated possible implications for the interplay between FAPs and immune cells during muscle regeneration. Heatmap depiction showed a global downregulation of genes including numerous secreted signaling molecules and cytokines, belonging to GO groups “inflammatory response” and “response to cytokine”, in Osr1cKO FAPs (Fig. 4a, b).

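All 18 genes of the inflammatory response that Fig. 4a shows were lower in Osr1cKO at 3 dpi, from -2.25 to -0.58 on the log2 scale with a median of -0.99. Of these, 13 passed an unadjusted p under 0.05 with a fold change over 1.2 and 0 passed after adjustment over all genes; adjusted over the list alone, 18 passed. At 7 dpi, 32 of the 32 genes of the response to cytokine in Fig. 4b were lower, from -1.10 to -0.40 with a median of -0.59. All 32 passed the unadjusted threshold, 1 passed an adjusted p under 0.1 over all genes and 32 passed adjusted over the list alone. With limma-voom, chosen after the data were seen, 15 passed over all genes. Both lists hold differentially expressed genes chosen on these samples, so their direction here is not independent evidence. Each list was also followed to the other day: 13 of 17 tested were lower at 7 dpi, with a median of -0.15. Of the 7 dpi list, 22 of 32 were lower at 3 dpi, with a median of -0.30. Relative to the mean of the 4 libraries on the log2 scale, the list of Fig. 4a lay at 0.84 and 0.31 in the control libraries and at -0.30 and -0.85 in the Osr1cKO libraries at 3 dpi, so the spread within a genotype was close to the gap between its nearest libraries.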

**Fig. 4:**
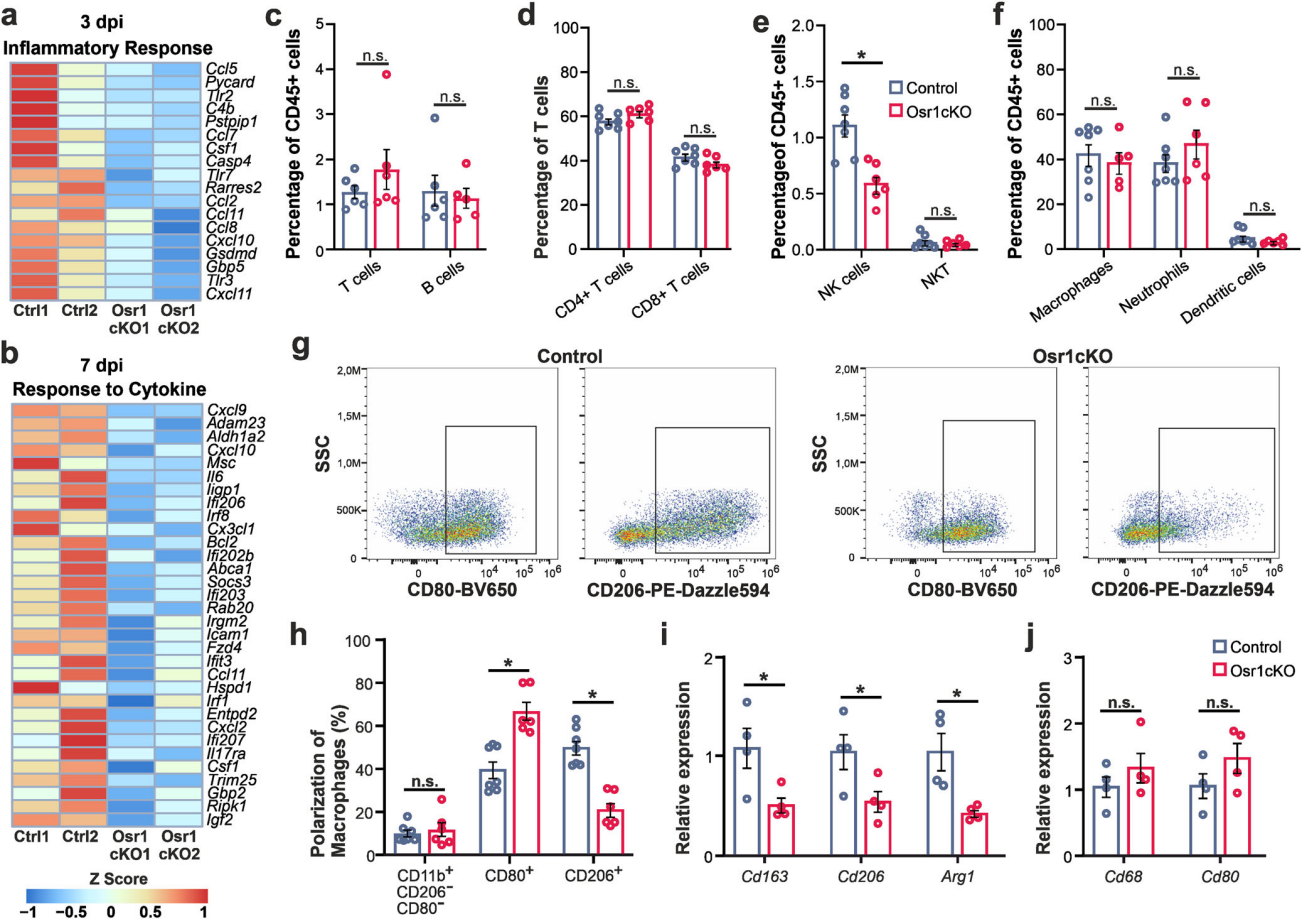
Loss of Osr1 leads to altered macrophage polarization during skeletal muscle regeneration. **a**, **b** Heat maps of DE genes in 3 or 7 dpi control vs. Osr1cKO FAPs belonging to GO terms “Inflammatory response” and “Response to cytokine” (*n* = 2). **c**–**f** Relative quantification by flow cytometry of overall T- and B-cells (c), CD4 and CD8 T cells (**d**), NK/NKT cells (**e**) and myeloid subpopulations (f) isolated from control or Osr1cKO 3 dpi muscle (*n* = 7 for control and *n* = 6 for Osr1cKO). **g** Representative FACS plots of CD80 / CD206 macrophage polarization analysis. **h** Quantification of non-activated (CD11b + /CD206−/CD80−) and classically activated M1-like (CD80+) or alternatively activated M2-like (CD206+) macrophages in control or Osr1cKO muscle at 3 dpi. **i**, **j** RT-qPCR analysis of *Cd163*, *Cd206* and *Arg1*, or *Cd68* and *Cd80* mRNA in whole muscle lysate (*n* = 4). Data are represented as mean ± SEM; *P*‐value calculated by Mann–Whitney test in (**c**–**f**) and by two‐sided unpaired *t* test in (**h**–**j**) between control and Osr1cKO samples for each cell type; *p < 0.05. *N*‐numbers indicate biological replicates (mice per genotype).

Flow cytometry analysis of 3 dpi muscles confirmed the presence of major immune cell subpopulations in Osr1cKO and control animals (Supplementary Fig. 5a). Equal total live cell numbers and, within live cells, equal fractions of CD45+ cells (leukocytes) were isolated from control or Osr1cKO muscle (Supplementary Fig. 5b). Numbers of B- and T-cells were globally unaltered in 3 dpi Osr1cKO muscle (Fig. 4c, Supplementary Fig. 5c), as were T-cell-subsets (Fig. 4d). Low levels of circulating memory T-cells in the blood confirm that animals used are immunocompetent but still naïve in their immunological memory (Supplementary Fig. 5d). Blood samples also showed no differences in the systemic levels of monocytes or neutrophils between controls and Osr1cKO at 3 dpi (Supplementary Fig. 5e) excluding systemic effects. Significantly reduced levels of natural killer (NK) cells, but not NKT cells, were found in 3 dpi Osr1cKO muscles (Fig. 4e). No significant differences in the relative overall numbers of macrophages, neutrophils or dendritic cells (Fig. 4f, Supplementary Fig. 5c), or dendritic cell subsets (Supplementary Fig. 5f) were detected between Osr1cKO and control 3 dpi muscles. This together argues against a global effect of Osr1 depletion in FAPs on immune cell infiltration.

As controlled macrophage polarization is essential for efficient muscle regeneration^8,9^, we analyzed classically activated M1-like (CD80+), alternatively activated M2-like (CD206+) and non-activated (CD11b+/CD80-/CD206-) macrophage subsets. This revealed significantly increased relative numbers of M1-like CD80 + macrophages in Osr1cKO muscles, which was accompanied by lower levels of M2-like CD206 + macrophages (Fig. 4g, h). This was confirmed on tissue sections (Supplementary Fig. 5g). While control muscles had a ratio of approximately 1:1 between both macrophage subsets, this ratio was shifted to 3:1 in Osr1cKO muscle (Fig. 4h). Note that the levels of non-activated macrophages remained unaltered (Fig. 4h) suggesting unchanged overall macrophage activation but perturbed polarization in injured Osr1cKO muscles. This finding was confirmed by qPCR examination of whole muscle lysate, which revealed significantly lower expression of *Cd163*, *Cd206* and *Arg1* (alternatively activated M2-like macrophage markers) in Osr1cKO muscles (Fig. 4i). Expression of *Cd68* and *Cd80* (classically activated M1-like macrophage markers) was not significantly changed, but tended to be increased in Osr1cKO muscle (Fig. 4j). Classically activated M1-like macrophages limit the expansion of FAPs through TNFα-induced apoptosis^22^. However, a targeted analysis of transcriptome data showed that genes related to the TNFα signaling pathway are largely downregulated in Osr1cKO FAPs (Supplementary Fig. 6), suggesting that the cells may be less responsive. 

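Of the 22 genes of the TNFα pathway that Supplementary Fig. 6c shows for 3 dpi, 19 were lower in Osr1cKO here, with a median log2 fold change of -0.78. At an unadjusted p under 0.05 and a fold change over 1.2, 11 passed, and 0 after adjustment over all genes; adjusted over the list alone, 18 passed, on samples the genes were chosen on. Cd14, Inhba and Tgfb2 were higher, with log2 fold changes of 0.81, 0.86 and 0.51. With each library left out, Cd14 ranged from 0.41 to 1.21 and Inhba from 0.41 to 1.31. Of the genes shown for 7 dpi, 18 could be tested and 11 were lower, with a median of -0.12; 6 passed the unadjusted threshold, 0 after adjustment over all genes and 5 adjusted over the list alone. Inhba and Cd14 were higher at 7 dpi as well, by 1.45 and 1.04. A list of 25 NF-κB and TNF response genes, written before the data were examined, had 17 genes lower at 3 dpi, with a median of -0.13 (adjusted p = 0.0186 by camera). At 7 dpi, 22 of these 25 were lower, with a median of -0.16 (adjusted p = 4.80e-05 by camera); on the deposited TPM without further scaling the median was -0.02. Without Osr1cKO replicate 2, the median was -0.22 at 3 dpi. Il6 (chromosome 5, 30013114 to 30019981) fell from 329 ± 47.0 to 218 ± 1.79 TPM (SD, n = 2) at 7 dpi, a log2 fold change of -0.72 (standard error 0.11, adjusted p = 0.212 from limma).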

In summary, Osr1 depletion does not impair the timing of immune cell infiltration into the injured muscle, but leads to altered macrophage polarization.

### Loss of Osr1 affects MuSCs during regeneration

We next investigated whether the observed delay of muscle regeneration was preceded by altered MuSC function. Immunolabeling for Pax7 showed an approx. 30% decrease in MuSC numbers in the injury area of Osr1cKO muscle at 3 dpi (Fig. 5a). Despite the small lesion size in our model, flow cytometry analysis still detected an approx. 5% reduction of MuSCs levels in Osr1cKO TA muscles at 3 dpi compared to controls (Fig. 5b). Ki67 immunostaining of freshly FACS-isolated MuSCs at 3 and 7 dpi showed an approx. 60% reduction of Ki67+ MuSCs in Osr1cKO animals (Fig. 5c, d). TUNEL staining indicated increased apoptosis of MuSCs in Osr1cKO mice (Fig. 5e).

**Fig. 5:**
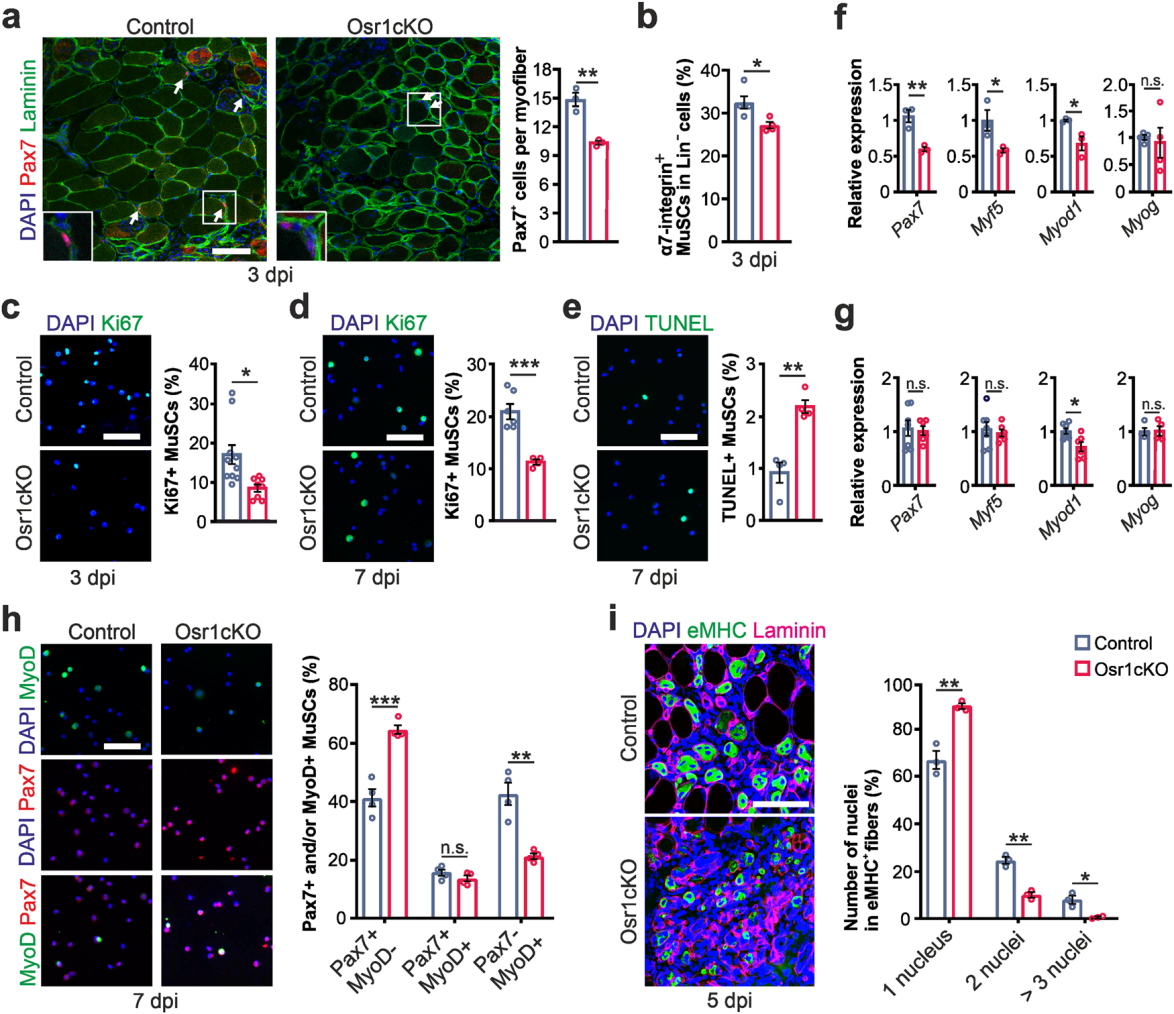
Non-cell autonomous defect of MuSCs in Osr1cKO muscle. **a** Pax7 staining on 3 dpi tissue sections of control and Osr1cKO TA muscle; myofibers are outlined by Laminin, nuclei are stained with DAPI. Quantification of Pax7+ cells per myofiber in the regenerative area is shown right (*n* = 3 animals per genotype). **b** Flow cytometric analysis of MuSC numbers in Lin- cells at 3 dpi (*n* = 5 for control and *n* = 4 for Osr1cKO). **c**, **d** Ki67 labeling of cytospun MuSCs freshly isolated by FACS at 3 and 7 dpi; representative images left, quantification right (at 3 dpi *n* = 10 for control and *n* = 8 for Osr1cKO, at 7 dpi *n* = 6 for control and *n* = 4 for OsrcKO). **e** TUNEL labeling of cytospun MuSCs freshly isolated by FACs at 7 dpi; representative images left, quantification right (*n* = 4). **f**, **g** RT-qPCR for *Pax7*, *Myf5, Myod1* and *Myog* performed on MuSCs isolated by FACs at 3 dpi and 7 dpi (at 3 dpi *n* = 3, at 7 dpi *n* = 7 for control and *n* = 6 for Osr1cKO; each dot represents the mean of three technical replicates from one biological replicate). **h** Immunolabeling for Pax7 and MyoD on cytospun MuSCs freshly isolated by FACs at 7 dpi; quantification shown right (*n* = 4). **i** Immunolabeling for eMHC, Laminin on 5 dpi tissue sections of control and Osr1cKO TA muscle; nuclei are stained with DAPI. Quantification of myonuclei per eMHC+ fiber is shown right. Data are presented as mean ± SEM; *P*‐value calculated by two‐sided unpaired *t* test; *p < 0.05, **p < 0.01, ***p < 0.001. *N*‐numbers indicate biological replicates (mice per genotype). Scale bars: 100 μm in (**a**, **i**); 50 μm in (**c**–**e**, **h**).

To gain insight into the activation state of MuSCs at 3 and 7 dpi, mRNA expression of *Pax7*, *Myf5*, *Myod1* and *Myogenin* (*Myog*) was quantified in FACS-sorted MuSCs (Fig. 5f, g). The expression of *Pax7*, *Myf5* and *Myod1* was significantly reduced in MuSCs of Osr1cKO mice at 3 dpi (Fig. 5f), indicating a defect in the resting and activated states of MuSCs. While *Myf5* and *Pax7* levels were comparable to controls at 7dpi, expression of *Myod1* remained significantly lower at 7 dpi in MuSCs from Osr1cKO mice (Fig. 5g). Expression of *Myog* did not change at both days, arguing against precocious differentiation. Immunostaining for Pax7 and MyoD on freshly FACS-isolated MuSCs demonstrated a 30% relative increase in Pax7 + /MyoD− self renewing cells in the Osr1cKO animals, a similar number of Pax7 + /MyoD+ transit amplifying cells, and a 40% reduction in Pax7-/MyoD+ committed cells (Fig. 5h). We further used quantification of nuclei numbers in eMHC+ fibers at 5 dpi as a proxy for myoblast fusion. This demonstrated a reduced myonuclear accretion in Osr1cKO animals (Fig. 5i) in line with impaired myoblast differentiation. These results indicate that loss of Osr1 expression in FAPs affects the function of MuSCs in a non-cell autonomous manner and compromises their activation, proliferation, differentiation and survival, contributing to the delayed muscle regeneration.

### Osr1cKO FAPs affect myogenesis via TGFβ signaling

We next aimed to unravel how Osr1-deficient FAPs may affect MuSC function. FAPs were proposed to promote myogenesis via secreted factors^6,32^. To test for paracrine effects of Osr1cKO FAPs on myogenesis, we performed indirect transwell co-culture experiments (Fig. 6a). We used 7 dpi Osr1cKO or control FAPs that were isolated from contralateral muscles of injured animals to achieve an activated “alert” state^33^, and primary myoblasts from wild type mice or C2C12 cells. Effective recombination of the *Osr1* locus in isolated FAPs was corroborated by RT-qPCR (Supplementary Fig. 7a). Four days after induction of differentiation, fusion of primary myoblasts into myofibers was approx. 50% decreased and fusion of C2C12 cells was almost 33% decreased in co-cultures with Osr1cKO FAPs compared control FAPs (Fig. 6b, Supplementary Fig. 7b). Since Osr1cKO FAPs show reduced proliferation, we tested for FAP numbers in the transwell inserts on the day of analysis; equal numbers in both conditions (Supplementary Fig. 7c) excluded altered FAP numbers as a confounder.

**Fig. 6:**
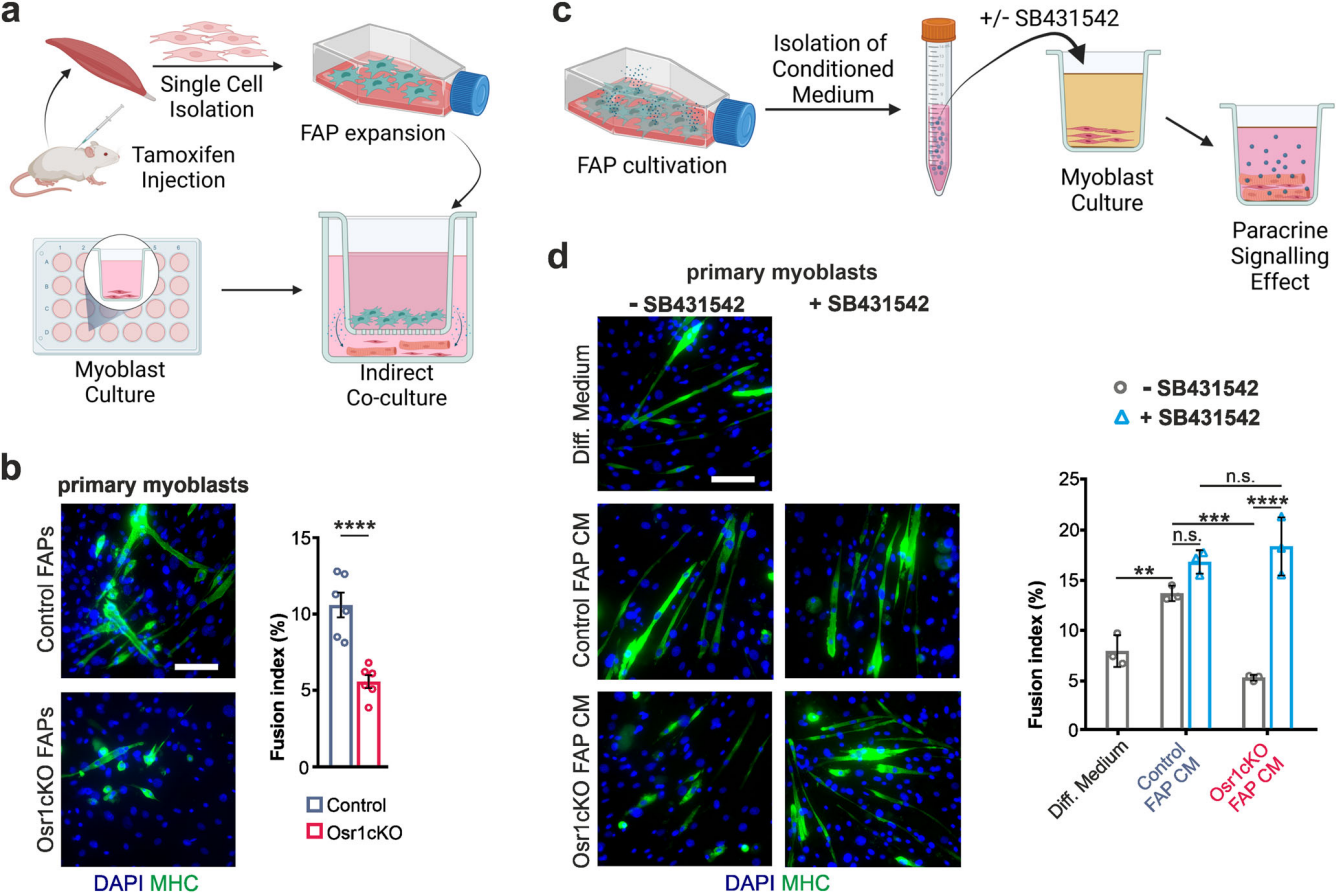
Osr1cKO FAPs inhibit myogenesis via TGFβ signaling. **a** Schematic representation of the transwell assay. **b** Immunolabeling for MHC to detect myotube formation from primary myoblasts co-cultured with control or Osr1cKO FAPs; quantification of fusion index is shown right (*n* = 6). **c** Schematic representation of conditioned medium (CM) assay. **d** Immunolabeling for MHC to detect myotube formation from primary myoblasts in differentiation medium or differentiation medium supplemented with control or Osr1cKO CM, with or without TGFβ pathway inhibitor SB431542; quantification of fusion index is shown right (*n* = 3). Data are mean ± SEM; *P*‐value calculated by two‐sided unpaired *t* test in (**b**) and ANOVA in (**d**); **p < 0.01, ***p < 0.001, ****p < 0.0001. *N*‐numbers indicate biological replicates (mice per genotype). Scale bars: 100 μm in (**b**, **d**).

To confirm this result, we used conditioned medium (CM) generated from Osr1cKO or control FAPs (Fig. 6c). Myogenesis of C2C12 cells was reduced by approx. 80% in cultures with CM from Osr1cKO FAPs compared to control media (Supplementary Fig. 7d). These results suggest that Osr1cKO FAPs actively suppress myogenesis via secreted factors. Subsequent search of our transcriptome data for signaling molecules known to negatively affect myogenesis revealed TGFβ pathway-associated GO terms enriched in Osr1cKO FAPs (Supplementary Fig. 6a, b), and *Tgfb* genes were upregulated (Supplementary Fig. 7e) in Osr1cKO FAPs. 

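At 3 dpi, Tgfb1 (chromosome 7, 25687002 to 25705077) had 60.4 and 64.0 TPM in control and 95.8 and 54.0 TPM in Osr1cKO, a log2 fold change of 0.19 (standard error 0.29, adjusted p = 0.936 from limma). The Osr1cKO libraries lay on both sides of the control libraries, and the fold change ranged from -0.24 to 0.62 as each library was left out. Tgfb2 (chromosome 1, 186622792 to 186705989) rose from 55.4 ± 8.54 to 80.1 ± 8.79 TPM (SD, n = 2), a log2 fold change of 0.51 (standard error 0.17, adjusted p = 0.779). Tgfb3 (chromosome 12, 86056745 to 86079041) had 68.0 and 72.9 TPM in control and 176 and 94.2 TPM in Osr1cKO, a log2 fold change of 0.85 (standard error 0.32, adjusted p = 0.787) that was 0.38 without Osr1cKO replicate 1. At 7 dpi, Tgfb1 rose from 43.1 ± 0.834 to 54.2 ± 3.59 TPM, a log2 fold change of 0.19 (standard error 0.09, adjusted p = 0.459), and both Osr1cKO libraries lay above both control libraries. Tgfb2 rose from 94.2 ± 3.07 to 114 ± 0.816 TPM, a log2 fold change of 0.14 (standard error 0.07). Tgfb3 was lower at 7 dpi, with 274 and 263 TPM in control and 221 and 252 TPM in Osr1cKO, a log2 fold change of -0.32 (standard error 0.08, adjusted p = 0.287). The fold changes at 7 dpi depended on the scaling. On deposited TPM, the means of Tgfb1 and Tgfb2 differed by over 1.2-fold, while Tgfb3 had a log2 fold change of -0.18. Tests of Tgfb1 and Tgfb2 on that scale are not given here. Of the 3 genes, 3 were higher at 3 dpi, 2 of them at an unadjusted p under 0.05 and a fold change over 1.2, 0 after adjustment over all genes and 2 adjusted over the list alone; at 7 dpi, 2 were higher, with 0 in each of these counts. The paper names these genes from the same samples, so the counts over the list alone are not independent evidence. Tgfb2 and Tgfb3 have antisense genes over their exons, and the counting is not stated to use strand.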

Upregulation of *Tgfb1* was also confirmed in FAPs after in vitro recombination (Supplementary Fig. 7f), suggesting that increased *Tgfb1* expression is independent from the injury microenvironment.

TGFβ signaling inhibits myogenic differentiation and myoblast fusion by suppressing *Myod1* and *Myog* expression^34,35^ and the control of actin cytoskeleton-related genes^36^. To assess the relevance of TGFβ signaling, TGFβ Type1 receptor kinase inhibitor SB431542 was used. Treatment of C2C12 cells alone with SB431542 reduced phosphorylated SMAD 2/3 levels (Supplementary Fig. 8a), resulted in elevated myogenin and MHC levels (Supplementary Fig. 8b, c), and promoted a nearly 50% higher C2C12 myoblast fusion (Supplementary Fig. 8d), in line with previous observations^34–36^. Similarly, SB431542 added to CM of control FAPs promoted myogenesis of C2C12 cultures (Supplementary Fig. 8d) and to lesser extent of primary myoblasts (Fig. 6d). Importantly, in primary myoblast cultures the negative effects of CM from Osr1cKO FAPs was completely abolished by the addition of SB431542; fusion rate increased to levels of cells treated with control FAPs CM with SB431542 (Fig. 6d). These effects were in essence recapitulated in C2C12 cells, however showing an incomplete rescue of myogenesis in cultures treated with Osr1cKO CM and SB431542 (Supplementary Fig. 8d). These results show that Osr1 regulates the paracrine signaling activity of FAPs both in vivo and in vitro, and that loss of Osr1 leads to inhibition of myogenic differentiation via the TGFβ signaling pathway.

### Osr1-deficient FAPs show a pro-fibrogenic shift with altered ECM expression that affects myogenesis

Tissue fibrosis, observed in Osr1cKO muscle, is intimately linked to increased TGFβ signaling^37^. 

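At 7 dpi, Tgfbi (chromosome 13, 56609523 to 56639562) had 391 and 308 TPM in control and 509 and 621 TPM in Osr1cKO, a log2 fold change of 0.56 (standard error 0.15, adjusted p = 0.295 from limma). Scx (chromosome 15, 76457452 to 76459458) had 8.55 and 7.27 TPM in control and 12.9 and 26.3 TPM in Osr1cKO, a log2 fold change of 1.01 (standard error 0.30, adjusted p = 0.320), which ranged from 0.55 to 1.47 as each library was left out. Col7a1 (chromosome 9, 108953586 to 108984875) had 6.28 and 6.61 TPM in control and 14.0 and 8.35 TPM in Osr1cKO, a log2 fold change of 0.55 (standard error 0.25, adjusted p = 0.435) that was 0.18 without Osr1cKO replicate 1. Timp2 (chromosome 11, 118301069 to 118355740) had a log2 fold change of -0.04 (standard error 0.17), with overlapping libraries, and 0.10 on the deposited TPM without further scaling. Together with Loxl2 and Timp1, 5 of these 6 genes were higher, 4 at an unadjusted p under 0.05 and a fold change over 1.2 and 0 after adjustment over all genes; adjusted over the list alone, 5 passed, on the samples they were chosen on. At 3 dpi, 4 of the 6 were higher and 0 passed the unadjusted threshold. A list of 23 TGFβ response genes, written before the data were examined, had 17 genes higher at 3 dpi, with a median of 0.23 (adjusted p = 0.0191 by camera). That median was 0.07 without Osr1cKO replicate 1, 0.11 without control replicate 1, 0.41 without Osr1cKO replicate 2 and 0.49 without control replicate 2. At 7 dpi, 7 of the 23 were higher and 16 lower, with a median of -0.09 (adjusted p = 0.902 by camera) that was 0.05 on the deposited TPM.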

Upregulation of TGFβ target genes *Tgfbi, Scx*, *Col7a1*, *Loxl2* and *Timp1*^38–41^ in 7 dpi Osr1cKO FAPs (Supplementary Fig. 9a) suggested activation of TGFβ signaling. In line, the NIH pathway data source Bioplanet 2019 identified the pathway “TGFβ regulation of extracellular matrix” enriched in genes upregulated in 3 dpi Osr1cKO FAPs (Supplementary Fig. 9b). Consistent with the fibrotic phenotype of Osr1cKO FAPs, ECM-coding genes were upregulated at 3 dpi and 7 dpi (Fig. 7a, b). However, ECM-associated GO terms were also found enriched in downregulated genes at 7 dpi (Fig. 3k). 

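All 17 extracellular matrix genes of Fig. 7a were higher in Osr1cKO at 3 dpi, from 0.60 to 1.37 on the log2 scale with a median of 0.81. At an unadjusted p under 0.05 and a fold change over 1.2, 9 passed and 0 after adjustment over all genes; adjusted over the list alone, 10 passed. Thbs4 (chromosome 13, 92751590 to 92794818) rose from 642 ± 176 to 1649.6 ± 138 TPM (SD, n = 2), a log2 fold change of 1.37 (standard error 0.24, adjusted p = 0.770 from limma). The list lay at -0.65 and -0.19 in the control libraries and at 0.62 and 0.22 in the Osr1cKO libraries, relative to the mean of the 4 libraries on the log2 scale. At 7 dpi, 11 of these 17 genes were higher, with a median of 0.13. Of the 19 genes that Fig. 7b shows as upregulated at 7 dpi, 18 were higher, with a median of 0.56, and Col1a1 was not (-0.15, or -0.01 on deposited TPM). At the unadjusted threshold 17 passed and 0 after adjustment over all genes; adjusted over the list alone, 18 passed. The genes of both panels were chosen on these samples, so the counts over the lists alone are not independent evidence.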

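Of the 10 basal lamina genes that Fig. 7b shows, 10 were lower in Osr1cKO at 7 dpi, from -0.68 to -0.35 on the log2 scale. All 10 passed an unadjusted p under 0.05 with a fold change over 1.2 and 0 passed after adjustment over all genes; adjusted over the list alone, 10 passed, on the samples they were chosen on. At 3 dpi, 6 of the 10 were lower, with a median of -0.05. In a basement membrane list written before the data were examined, 26 of 28 genes were lower at 7 dpi and 13 passed the unadjusted threshold. Its median was -0.27 (adjusted p = 1.35e-09 by camera and 0.121 by fry), -0.14 on the deposited TPM without further scaling, and between -0.33 and -0.24 with each library left out in turn. Lama2 (chromosome 10, 26980036 to 27619758) fell from 130.2 ± 12.3 to 88.9 ± 10.4 TPM (SD, n = 2), a log2 fold change of -0.68 (standard error 0.10, adjusted p = 0.211 from limma). Nid1 (chromosome 13, 13437551 to 13512269) fell from 1380.2 ± 138 to 1007 ± 61.8 TPM, a log2 fold change of -0.59 (standard error 0.11). Col15a1 (chromosome 4, 47208161 to 47313167) fell from 372 ± 5.67 to 269.7 ± 40.1 TPM, a log2 fold change of -0.61 (standard error 0.10). Each of the 3 genes has an antisense gene over its exons.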

Downregulated ECM genes at 7 dpi encoded proteins of the myofiber basal lamina (Fig. 7b), which is in line with the observed insufficient myofiber formation. Conversely, fibrosis-associated structural ECM- components and modifying enzymes were upregulated Osr1cKO FAPs at 7 dpi. These included known fibrotic markers as *Loxl2* or *Timp1* (Fig. 7b).

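At 7 dpi, Loxl2 (chromosome 14, 69609068 to 69695834) which overlaps Gm27177 on the opposite strand, rose from 460.4 ± 29.0 to 655 ± 19.0 TPM (SD, n = 2), a log2 fold change of 0.37 (standard error 0.09, adjusted p = 0.273 from limma), between 0.30 and 0.44 with each library left out in turn. Timp1 rose from 809.9 ± 82.2 to 1429.5 ± 333 TPM, a log2 fold change of 0.67 (standard error 0.20, adjusted p = 0.315), between 0.40 and 0.93 with each library left out. Timp1 lies on the X chromosome (20870166 to 20874735), and transcripts of both sex chromosomes differed between the genotypes at 7 dpi. At 3 dpi, Loxl2 had 215 and 553 TPM in control and 762 and 580 TPM in Osr1cKO, so the control libraries differed from each other by more than the nearest libraries of the 2 genotypes.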

**Fig. 7:**
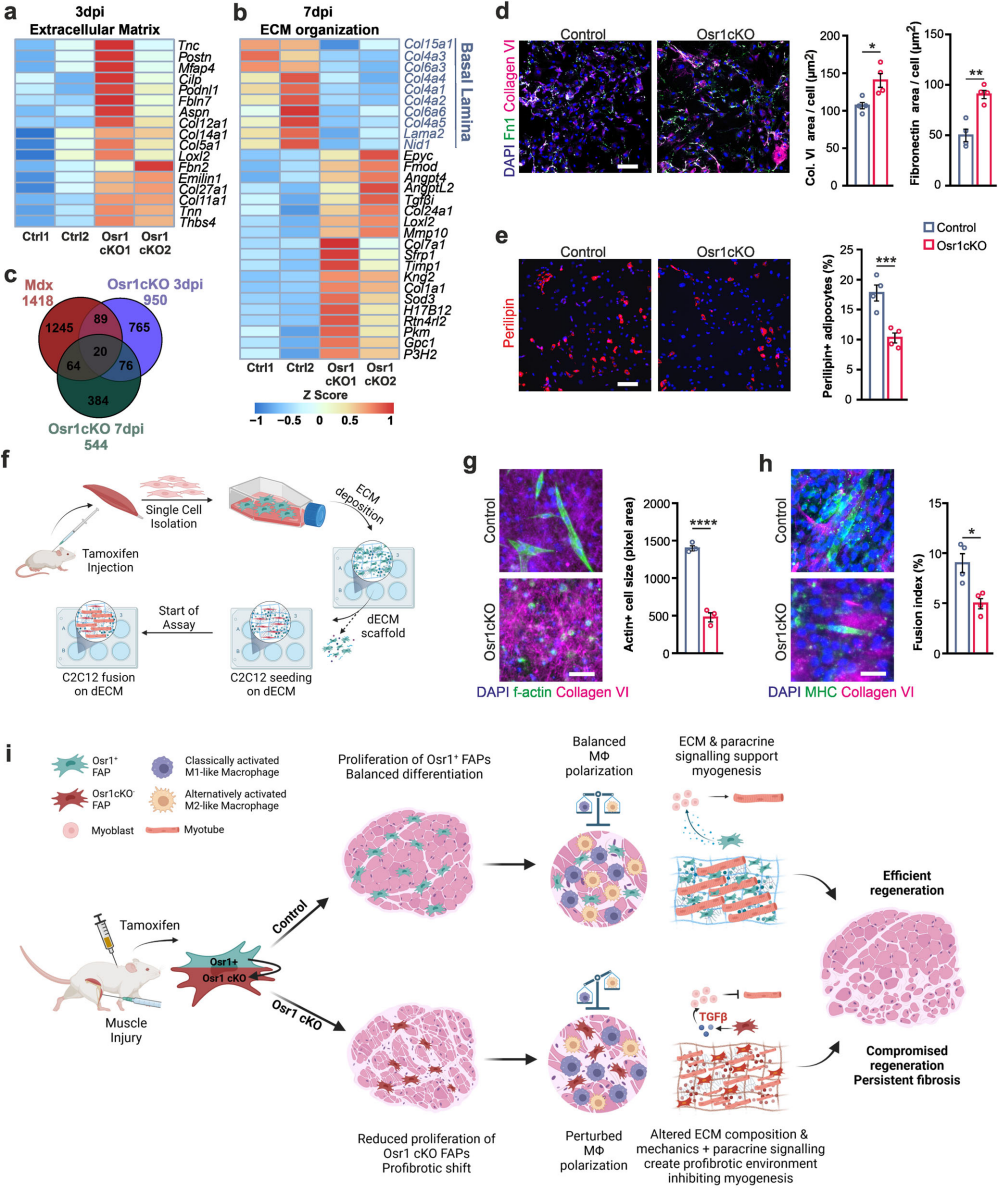
Osr1-deficient FAPs acquire a pro-fibroblastic identity and regulate myogenesis via the ECM. **a**, **b** Heat maps depicting extracellular matrix (ECM) related genes at 3 dpi and 7 dpi in control or Osr1cKO FAPs (*n* = 2). **c** Venn diagram showing overlapping gene deregulation between mdx FAPs and Osr1cKO FAPs at 3 dpi or 7 dpi. **d** Immunolabeling for collagen VI and fibronectin (Fn1) on in vitro recombined FAPs after 6 days of culture. Quantification of the stained areas shown right (*n* = 4). **e** Immunolabeling for Perilipin A/B on in vitro recombined FAPs after 6 days of culture. Quantification of Perilipin+ cells shown right (*n* = 4). **f** Schematic depiction of the in vitro matrix deposition assay. **g** Immunolabeling for Collagen VI and staining for f-actin using phalloidin on C2C12 cells cultured for two days in differentiation medium on dECM from control or Osr1 cells from contralateral hindlimbs of injured 7 dpi animals. Quantification of f-actin+ cell size shown right (*n* = 3). **h** Immunolabeling for Collagen VI and MHC on C2C12 cells cultured for 5 days in differentiation medium on dECM from control or Osr1 in vitro recombined cells. Quantification of fusion index shown right (*n* = 4). **i** Schematic overview of Osr1cKO effects. Data are presented as mean ± SEM; *P*‐value calculated by two‐sided unpaired *t* test; *p < 0.05, **p < 0.01, ****p < 0.0001. *N*‐numbers indicate biological replicates (mice per genotype). Scale bars: 100 μm in (**d**, **e**); 50 μm in (**g**, **h**).

Persistent inflammation and fibrosis are hallmarks of muscular dystrophies including Duchenne muscular dystrophy. In line, comparing our Osr1cKO FAP to mdx FAP transcriptome data^42^ revealed 173 common DE genes shared between mdx and Osr1cKO FAPs (Fig. 7c). GO analysis of shared DE genes highlighted ECM-related terms as “collagen containing extracellular matrix” between mdx FAPs and 3 dpi as well as 7 dpi Osr1cKO FAPs (Supplementary Fig. 9c).

To estimate the relative FAP composition of our bulk RNA-seq, we used the deconvolution algorithm MuSiC^43^ on the annotated single cell dataset of regenerating muscle^26^. Deconvolution indicated a phenotypic transcriptional shift of Osr1cKO FAPs towards the tenocyte cluster (Supplementary Fig. 9d) in line with upregulation of tendon- and osteo-chondrogenic transcripts at 3 and 7 dpi (Supplementary Fig. 9e, f). 

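The deconvolution needs single-cell data that were not analysed here, so only the listed transcripts were compared. Of the 15 tendon and cartilage genes that Supplementary Fig. 9e shows for 3 dpi, 14 were higher in Osr1cKO, with a median log2 fold change of 0.60, and Chst1 was lower (-0.23). None passed an unadjusted p under 0.05 with a fold change over 1.2, with 0 over all genes and 0 adjusted over the list alone. Of the 11 genes shown for 7 dpi in Supplementary Fig. 9f, 8 were higher, with a median of 0.39, and Col1a1 (-0.15), Sulf2 (-0.04) and Trps1 (-0.08) were lower, though on deposited TPM without further scaling Sulf2 (0.10) and Trps1 (0.05) were higher. Here 6 passed the unadjusted threshold, 0 after adjustment over all genes and 7 adjusted over the list alone, on the samples the genes were chosen on. A list of tenocyte genes written before the data were examined had 10 of 14 genes higher at 3 dpi, with a median of 0.62 (adjusted p = 0.00351 by camera and 0.429 by fry) that was 0.36 without Osr1cKO replicate 1. At 7 dpi, 14 of 16 were higher, with a median of 0.48 (adjusted p = 0.000143 by camera and 0.334 by fry) that was 0.29 without Osr1cKO replicate 2. Of a list of cartilage and bone genes, 6 of 10 were higher at 3 dpi, with a median of 0.13 (adjusted p = 0.647 by camera) that was -0.01 without control replicate 2, 0.0046 without Osr1cKO replicate 1 and 0.04 without Osr1cKO replicate 2. At 7 dpi, 8 of 11 were higher, with a median of 0.08 (adjusted p = 0.210 by camera) that was 0.25 without control replicate 2 and 0.00 without Osr1cKO replicate 2. The median was 0.14 without control replicate 1, 0.18 without Osr1cKO replicate 1 and 0.20 on deposited TPM without further scaling. Fmod (chromosome 1, 134037254 to 134048277) rose from 167 ± 15.2 to 276 ± 17.8 TPM (SD, n = 2) at 7 dpi, a log2 fold change of 0.58 (standard error 0.09, adjusted p = 0.212 from limma).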

Remarkably, the “*Osr1* cluster” defined by Oprescu et al. mainly expressing genes related to the myofiber basal lamina and secreted signaling molecules^26^ almost disappeared in the Osr1cKO FAP population (Supplementary Fig. 9d). 

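All 51 signature transcripts that Supplementary Fig. 9g shows for the Osr1 cluster could be tested. At 3 dpi, 26 of 51 were lower in Osr1cKO, with a median log2 fold change of -0.03, and 2 passed an unadjusted p under 0.05 with a fold change over 1.2. At 7 dpi, 49 of 51 were lower, with a median of -0.33, and 23 passed the unadjusted threshold; Col5a3 (0.08) and Myoc (0.52) were not lower. As each library was left out, Myoc ranged from 0.16 to 0.88 and Col5a3 from 0.01 to 0.16. After adjustment over all genes 0 passed at either day; adjusted over the list alone, 0 passed at 3 dpi and 23 at 7 dpi. The paper attributes the cluster to Oprescu et al., so the list was not chosen on these libraries. It holds the deleted gene Osr1 itself, and it shares genes such as Nid1 and Col15a1 with lists that were chosen on them. A median on deposited TPM without further scaling is not given here. On that scale, Col5a3 and Myoc were higher still at 7 dpi, at 0.22 and 0.66. At 7 dpi it lay at 0.07 and 0.26 in the control libraries and at -0.27 and -0.06 in the Osr1cKO libraries, relative to the mean of the 4 libraries on the log2 scale.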

In line, half of the top 51 transcripts from this cluster were downregulated in Osr1cKO FAPs (Supplementary Fig. 9g).

In agreement with increased collagen VI deposition in vivo (Supplementary Fig. 3a), in vitro recombined Osr1cKO FAPs showed higher collagen type VI and fibronectin secretion (Fig. 7d) confirming increased fibrogenic differentiation. Conversely, spontaneous adipogenic differentiation was decreased in Osr1cKO FAPs compared to controls (Fig. 7e). To investigate the direct effects of altered ECM deposition on myogenesis, FAPs were freshly isolated from contralateral muscles of injured control and Osr1cKO animals. Cells were cultured for 21 days to enable the deposition of a coherent ECM (Fig. 7f, Supplementary Fig. 10). This in vitro formed ECM was subsequently decellularized (dECM) and repopulated with C2C12 myoblast. C2C12 cells cultivated on control dECM for 2 days under differentiation conditions showed a spindle-shaped morphology, while cells on the Osr1cKO dECM remained circular and failed to align and spread (Fig. 7g). Assessing the fusion rate of C2C12 cells on control dECM revealed large multinucleated myotubes after 5 days of culture (Fig. 7h). In contrast, myogenic differentiation of C2C12 cells cultured on Osr1cKO dECM was strongly impaired (Fig. 7h). This indicates that loss of Osr1 in FAPs induces a fibrogenic transcriptional shift in part resembling dystrophic FAPs, resulting in aberrant ECM deposition compromising myogenic differentiation.

## Discussion

Our results demonstrate an essential role of the transcription factor Osr1 in the regenerative function of FAPs during muscle healing. Depletion of Osr1 resulted in a perturbed inflammatory response, persistent fibrosis, altered mechanical properties of the transient ECM, impaired timely resolution of degenerated tissue, impaired MuSC activation, and ultimately delayed formation and maturation of new muscle fibers (Fig. 7i).

We note that, due to the use of the ubiquitous CAGG-CreERt line, a possible function of Osr1 in other cells could only be formally excluded by cell type specific inactivation. However, RT-qPCR analysis suggests if at all minimal expression of Osr1 in cells other than FAPs, and several of the in vivo features were recapitulated in an in vitro system where Osr1 was inactivated only in FAPs.

Regulation of FAP proliferation and elimination is essential for muscle regeneration and prevents fibrosis^14,21,42,44–48^. Loss of Osr1 reduced initial FAP pool expansion in a cell-autonomous manner. Pharmacological inhibition of FAP expansion or genetically induced depletion of FAPs resulted in impaired muscle regeneration and fibrosis^15,16^, in part overlapping our model. However, the amount of FAP cells was only slightly reduced at 3 dpi in the Osr1cKO mice and their levels were comparable to controls at 7 dpi. This suggests that reduction of FAP numbers may have a neglectable contribution to delayed healing in our model, but that loss of Osr1 compromises FAP function comparable to a loss of FAP cells.

Conditioned medium experiments confirmed previous observations of FAPs supportive role in myogenesis^3,11^; we, however, note that this effect was only clearly observed when primary myoblasts were used. Our in vitro data show that Osr1-deficient FAPs switch from a beneficial pro-myogenic phenotype to a detrimental state actively suppressing myogenesis. Recent single-cell studies have identified distinct FAP subpopulations that either coexist or represent temporally controlled cellular phenotypes during regeneration^26,49–52^. In addition, tendon progenitors have been defined in muscle as a cell type closely related to FAPs^49,50^. Loss of Osr1 shifts the phenotype of the FAP population toward a more fibrotic, tendon- or cartilage-like profile, overlapping our previous observations in developmental FAP-like cells^24^. Moreover, deconvolution analysis indicated a reduction in the representation of a single cell cluster defined by the expression of *Osr1* itself as a hallmark gene^26^. This suggests that Osr1 is a key regulator of a group of genes defining a specific FAP subtype or state, and prevents FAPs from acquiring alternative fibroblastic states such as tenocyte. Moreover, loss of Osr1 promotes osteo-chondrogenic gene expression in FAPs, reminiscent of osteo-chondrogenic FAP fate in heterotopic ossification^53,54^.

The *Osr1* + cluster contains genes encoding proteins of the myofiber basal lamina, but also secreted signaling molecules^26^, many of which are involved in regulation of immune responses. This suggests a role for the *Osr1* + FAP population in myofiber maturation and immunomodulation. Skeletal muscle regeneration starts with an inflammatory phase, characterized by immune cell infiltration, locally elevated levels of pro-inflammatory cytokines, and active degeneration of existing muscle fibers^1,55^. Neutrophils are the first immune cells to arrive in the regenerative region^7^. Following this, the predominant immune cells are macrophages, which are first activated towards a pro-inflammatory phenotype. These classically activated M1-like macrophages continuously shift their profile to an alternatively activated M2-like restorative phenotype classically considered anti-inflammatory, resolving inflammation, promoting MuSC differentiation, FAP survival and matrix remodeling^9,22,48,56^. The timely resolution of the acute inflammation is essential for subsequent healing stages, which restores tissue structure and function^57^. Our data provide first evidence that impaired FAP function is associated with altered macrophage polarization in vivo. While Osr1 deletion did not affect macrophage infiltration and activation in the injured region at 3 dpi, increased classically activated M1-like relative to alternatively activated M2-like macrophage polarization was seen. To what extent this shift is due to differential recruitment, proliferation, or local activation over time remains to be tested. Several of the cytokines downregulated in Osr1cKO FAPs have been involved in macrophage polarization, suggesting direct crosstalk. CCL2 via its receptor CCR2 induces anti-inflammatory polarization^58^ and inhibits pro-inflammatory cytokine production^59^, and both CCL8^60^ and CCL11 (eotaxin)^61^ recruit alternatively activated M2-like macrophages in cancer metastasis. Collectively, these data suggest that Osr1+ FAPs play an important immunomodulatory role in the early phase of healing and that loss of Osr1 expression may lead to a pro-inflammatory environment.

Exacerbated inflammation, in turn, has undesirable consequences for the function of FAPs and MuSCs. For example, increased TNF-α and NF-κB signaling inhibits MuSC differentiation by suppressing *Myod1* expression^62^. Furthermore, classically activated M1-like macrophages limit FAP expansion via TNFα-mediated apoptosis^22^. However, increased apoptosis of FAPs was also evident in vitro, independent of macrophages. Thus, it is unlikely that altered macrophage polarization drives increased FAP apoptosis we observed in Osr1cKO muscle. Genes involved in the TNF-α signaling cascade were in fact largely downregulated in Osr1cKO FAPs, suggesting that Osr1-deficient FAPs may be less responsive to TNF-induced apoptosis. This might in turn explain their persistence during later phases of regeneration, causing increased ECM deposition and fibrosis.

FAPs are the major producers of a pro-regenerative transient ECM during regeneration^50,63^, while an Osr1cKO FAP-derived ECM inhibited myogenesis in vitro. Osr1cKO FAPs showed a pronounced shift in ECM gene expression characterized by downregulation of genes associated with myofiber basal lamina and the upregulation of several ECM molecules that are usually not expressed, or only to a minor extent, in skeletal muscles. The latter includes the expression of *Col5a1*, *Col11a1*, *Col12a1*, *Tnc* and *Postn*, but also ECM- or signaling-related genes associated with a pro-inflammatory environment, such as Fibromodulin (*Fmod*)^64,65^, Angiopoietin-like 4^66^, angiopoietin-like 2^67,68^ or Secreted Frizzled-related protein 1 (*Sfrp1*)^69,70^. Our in vivo data showed that this altered expression of ECM components coincides with altered mechanical properties of regenerating Osr1cKO muscles. While wild-type muscles show a transient increase in tissue stiffness during healing, Osr1cKO muscles showed significant tissue softening. Aberrant ECM deposition and tissue stiffness could be a direct cause for the observed delay in myofiber formation and maturation, as cells sense ECM composition but also rigidity^71^. Increased matrix stiffness is beneficial for the proliferation and differentiation of MuSCs^63,72–74^. Conversely, decreased stiffness is associated with the formation of fibrotic scar tissue during impaired muscle regeneration^63^, various pathologies^28,75–77^, or aging^78,79^. This altogether suggests that Osr1cKO FAPs produce an inadequate fibrotic replacement matrix during the early phase of regeneration directly interfering with myogenesis.

Impaired muscle regeneration and fibrosis in disease or aging are closely linked to increased TGFβ signaling^30,80–82^. Moreover, in muscle dystrophy, asynchronous waves of inflammation lead to a chronic TGFβ rich environment^48,83,84^. Fibrosis in mdx mice can be exacerbated by injection of TGFβ, and application of TGFβ concomitant to injury in wild type mice resulted in accumulation of fibrotic ECM^85^ comparable to our model. Osr1-deficient FAPs showed increased expression of *Tgfb1*, and we show that the myogenesis-inhibiting effect of Osr1cKO FAPs can be counteracted by blocking TGFβ signaling with a receptor kinase inhibitor. This is in line with previous reports showing a similar anti-myogenic effect of enhanced TGFβ signaling in muscular dystrophies or during regeneration^36,86,87^. Of note, increased TGFβ signaling in the Osr1cKO muscle microenvironment may at the same time impair myogenesis, and also in an autocrine fashion promote the pro-fibrogenic phenotype of FAPs contributing to persistent fibrosis. This is supported by the enrichment of TGFβ pathway-related genes and upregulation of TGFβ pathway downstream targets in the transcriptome of Osr1cKO FAPs. Intriguingly, TGFβ signaling is intimately linked to altered ECM production. Latent TGFβ1 is stored in the ECM, and ECM mechanical properties determine its release and activation^88^. To which extent ECM-derived TGFβ contributes to fibrosis in our model will be an interesting avenue to follow.

In conclusion, our studies show that FAPs are key mediators of an intricate balance coordinating inflammation and regenerative myogenesis, and that Osr1 is an essential transcriptional regulator of the pro-regenerative FAP phenotype.

## Methods

### Mice

Mouse lines were maintained in an enclosed, pathogen-free facility. All experiments were performed in accordance with the European Union legislation for the protection of animals used for scientific purposes, and approved by the Landesamt für Gesundheit und Soziales Berlin under license numbers ZH120, G0114/14 and G0198/19. CAGG-CreER mice were described before^89^. Osr1^flox^ mice were derived from an *Osr1* multifunctional allele (Osr1^MFA^^25^) by crossing with ubiquitous flippase mice^90^. Animals were euthanized using a GasDocUnit®(Medres Medical Research) followed by cervical dislocation.

### Muscle Injury and tamoxifen administration

The tibialis anterior muscle of 4–6 months old mice was injured using the freeze-pierce method. Mice were anaesthetized using isofluoran (Univentor 410 anesthesia unit), or by intraperitoneal injection of 10% (v/v) ketamine/2% (v/v) xylazine (Rompun® 2%) in sterile PBS (5 μl/g body weight), while animals were on a 37 °C heating plate. After that, the skin above the tibialis anterior muscle was opened and the muscle was pierced five times using a syringe needle precooled in liquid nitrogen. On the day before injury until 2 days post-injury, analgesia was performed by subcutaneous injection of Carprofen (5 mg / kg body weight). Tamoxifen (Sigma-Aldrich) was dissolved in a mixture of 90% sunflower oil and 10% ethanol. Animals were injected i. p. with 150 µl of a 20 mg/ml Tamoxifen stock on the day of injury (prior to injury) and on the two following days. As control CAGG-CreER^neg^;Osr1^flox/flox^ or CAGG-CreER^neg^;Osr1^flox/+^ animals were used for histological analysis and stiffness measurements, while CAGG-CreER^+^;Osr1^flox/+^ animals were used as control for experiments involving FACS of Osr1-mGFP+ FAPs (transcriptome analysis and in vitro assays).

### RNA extraction and RT-qPCR

Total RNA isolation was performed using the Direct-zol RNA Microprep kit (for in vitro experiments and FACS-sorted primary cells) and the Direct-zol RNA Miniprep kit (for whole muscle lysate). Reverse transcription for cDNA synthesis was performed using M-MuLV Reverse Transcriptase (Enzymatics, Qiagen) and RNAse Inhibitor (Biotechrabbit). RT-qPCR was performed in a 384-well plate, in a 12 µl mixture consisting of 6 µl Blue SYBR Green mix (Biozym) or GOTaq qPCR Master Mix (Promega), 2 µl primer pairs (2.5 µM each) and 5 µl template of cDNA. RT qPCR was performed in three technical replicates from each of at least three biological replicates (representing individual animals or cells derived from one animal). Analysis was performed using the ABI Prism HT 7900 real-time PCR detection system (Applied Biosystems) equipped with SDS software version 2.4 (ThermoFisher Scientific) or the QuantStudio 7 (Applied Biosystems) with the software version 1.3 (ThermoFischer Scientific). The mean relative values of the three technical replicates were normalized to the values of GAPDH, which was used as a housekeeping gene. To calculate the relative expression level of the respective gene, the double delta Ct (ΔΔCt) method was used. All primers used were purchase from Eurofins Scientific and are listed in Table S1.

### Tissue preparation and histology

Directly upon dissection, muscle was embedded in 6% (w/v) gum tragacanth (Sigma-Aldrich) dissolved in H_2_O, and snap frozen in ice-cold isopentane (precooled in liquid nitrogen, −160 °C). Muscle tissue was sectioned at 10 µm thickness onto Superfrost Plus slides (Thermo Scientific) and stored in −80 °C until use. Hematoxylin and Eosin (Thermo Fisher) (H&E) staining and picrosirius red staining were performed according to standard procedures. Stained samples from *n* = 3 mice per genotype per time point (3, 5, 10,17, and 28 dpi) were imaged in total using a Leica brightfield microscope equipped with an automated XY scanning stage. The area size of the collagenous matrix deposition was quantified in Image J from the picrosirius red staining and was further normalized to the size of the total area size of the whole regenerative region.

### Immunolabelling

Prior to antibody labeling, sections were allowed to reach room temperature (RT) slowly, slides were immersed in PBS for 5 min. and fixed in 4% PFA for 10 min. at RT. Slides were shortly washed in PBS and then permeabilized with 0,4% (v/v) Triton X-100 (Sigma Aldrich) in phosphate buffer (PBS) for 10 min. Sections were blocked with 5% bovine serum albumin (Sigma Aldrich) in 0,1% Triton X-100 in PBS for 1 h at RT. Primary antibodies were diluted in 5% BSA in 0,1% Triton X-100 in PBS and incubated overnight at 4 °C, the following day slides were washed three times in PBS for 5 min. Secondary antibodies were diluted in 5% BSA in PBS and incubated for 1 h at room temperature, followed by three short washes in PBS for 5 min. Nuclei were stained with 5 µg/µl 4′,6-diamidino-2-phenylindole (DAPI; Invitrogen) and slides were mounted with FluoromountG (SouthernBiotech).

For MHC3 immunostaining, antigen retrieval was performed upon fixation. Sections were treated in chilled methanol, kept in −20 °C for 6 min, and subsequently washed in PBS. Then, slides were immersed in 1 mM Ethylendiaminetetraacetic acid (Roth) at 95 °C for 10 min. The slides were left at RT for 30 min and washed in PBS. Blocking and antibody staining was performed as described above.

For Pax7 immunostaining, upon fixation with 4% PFA, slides were permeabilized in chilled methanol for 6 min at RT. Epitope retrieval was performed in boiling 1 mM citric acid pH 6 for 2 min and 30 sec in a microwave. Slides cooled to RT, washed in PBS and blocked in 5% BSA IgG-free (Jackson Immuno Research) in PBS. To decrease background, sections were incubated with anti-mouse IgG Fab fragments (Jackson Immuno Research) diluted in PBS 1:100 for 30 min at RT. Primary and secondary antibody were diluted in 5% BSA IgG free and staining was performed as described above. A list of primary and secondary antibodies is provided in Tables S2 and S3.

For cell immunostaining, isolated cells were added on the coated coverslips (1 h at RT in Poly-L-lysine (Milipore) diluted 1:100 in water) and allowed to adhere for 1 h at 4 °C. Then, cells were fixed in 4% PFA for 15 min at RT and washed shortly in PBS. Samples were permeabilized in 0,4% (v/v) Triton X-100 (Sigma Aldrich) in phosphate buffer (PBS) for 10 min. Primary and secondary antibody labeling followed as described above. Cytospun collected cells were stained following the same procedure. TUNEL staining on cytospun and cultured cells was performed using the DeadEnd^TM^ kit (Promega) according to the manufacturer’s instructions.

### Cell sorting of FAPs and MuSCs by FACS

FAP and MuSC isolation from muscle was performed as described in^25^. Briefly, TA muscle was isolated and roughly minced with a small scissor in high-glucose DMEM medium (PAN Biotech) containing 10% fetal bovine serum (PAN biotech), 1% Penicillin Steptomycin (P/S) solution (PAN Biotech, 10.000 U/ml) and 2,5 mg/ml Collagenase A (Roche) for 45 min at 37 °C with gentle shaking. Muscle lysates were further digested with 2 IU/ml of Dispase II (Sigma Aldrich) diluted in minimum amount of PBS for 30 min. To stop the enzymatic digestion, 10% FCS DMEM was added to the sample and subsequently the sample was passed ten times through a 20 G syringe needle. Cells were filtered first through a 70 µm and then through a 40 µm cell strainer (Fischer Scientific) and collected by centrifugation at 400xg for 10 min. Cells were resuspended in filtered “FACS buffer” containing 1% BSA and 2 mM EDTA, labeled with the following antibodies: anti-CD45-APC, anti-Cd31-APC, anti-TER119-APC, anti-α7-integrin-PE, and anti-Ly6A/e-APC-Cy7 (Table S4) for 30 min on ice and washed three times with FACS buffer prior to sorting. Propidium iodide was used as a viability dye. Cell sorting and analysis was performed on a BD FACSAriaII SORP (BD Biosciences). Single-stained and fluorescence minus-one controls were used for setting the sorting gates. Data were collected using the BD FACSDiva software version 8.0.1.

### Immune cell flow cytometry analysis

Muscles were cut into small pieces and transferred to a gentleMACS C tube (Miltenyi Biotec, Bergisch Gladbach, Germany) containing TrypLE Express Enzyme (ThermoFisher, Waltham, MA, USA) in a 37 °C water bath for 5 min. The sample was run on a gentleMACS Dissociator (Miltenyi Biotec, Bergisch Gladbach, Germany) using the predefined program for murine muscle dissociation. The tube was transferred back to the 37 °C water bath for another 5 min and the dissociation program was repeated. The dissociated tissue was then filtered through a 40 µm nylon mesh (ThermoFisher, Waltham, MA, USA) and thoroughly washed with PBS. Cells were counted and incubated with live-dead stain (LIVE/DEAD Fixable Blue for UV excitation, ThermoFisher, Waltham, MA, USA) at 4 °C. Washing steps were performed using PBS supplemented with 0,5 % w/v bovine serum albumin and 0,1 % sodium acid (both Sigma-Aldrich, St. Louis, MO, USA). Surface marker incubation was performed before intracellular staining at 4 °C. Intracellular staining for epitopes was achieved using the fixation buffer and intracellular permeabilization buffer kit (BioLegend, San Diego, CA, USA). Antibodies are listed in Table S4. Flow analysis was run on a CytoFlex LX system (BeckmanCoulter, Brea, CA, USA) and population gating and tSNE analysis were performed with FlowJo (BD Biosciences, Franklin Lakes, NJ, USA). The gating strategy performed as previously published^91^. Outliers were identified with the ROUT method and excluded from the analysis.

### Isolation of adherent fibroblasts for in vitro FAP culture

Adherent connective tissue fibroblasts that are phenotypically identical to FAPs were isolated from skeletal muscle in essence as described before^31^, thus we refer to these cells as FAPs. For generation of conditioned medium, co-culture assays and for the decellularization assays, cells were isolated from contralateral hindlimbs of injured 7 dpi animals. This was done to reduce animal usage and to achieve a pre-activated “alert” state of FAPs^25,33^. For cell isolation, briefly, the TA, gastrocnemius and the quadriceps muscles were carefully isolated and minced with a scissor. Tissue digestion was performed as for flow cytometry. After centrifugation, cells were resuspended in DMEM with 10% FCS, placed in a 10 cm dish and allowed to attach for 90 min at 37 °C. Supernatant containing non- attaching cells was removed, adherent cells were washed once with PBS and fresh DMEM with 10% FCS was added (Passage 0). After 3-4 days of growth, cells were trypsinized, counted using the automated LUNA^TM^ cell counter (Logos Biosystem), and immediately used for the respective assay (Passage 1). For every experiment, freshly isolated FAPs (Passage 1) were used.

### Isolation of primary myoblasts

Skeletal muscle progenitors were isolated from hindlimbs muscles of 8–10 weeks old mice as described in^92^. Briefly, muscles were finely minced and digested with Collagenase A for 1 h at 37 °C. Cells were centrifuged at 500 g for 10 min and supernatant was removed. Cell pellet was resuspended in full myoblast (MB) proliferation medium containing 20% FCS, 10% HS, 2.5 ng/ml recombinant human FGFb (Gibco), 0.5% chicken embryo extract (ZellBio). The pellet was placed on Matrigel (Corning) coated plates (working concentration of 0.9 mg/ml) where myoblast migration from the minced myofibers was observed on day 3 of culture. At that point, cells were trypsinized and plated for 1 h on type I rat tail collagen (working concentration 0.1 mg/ml) (Corning) coated plates for removal of fibroblastic and non-myogenic cells. Next, medium containing non-attached cells was collected and placed on Matrigel coated plates for expansion of the myoblast culture.

### In vitro recombination of the *Osr1* locus

0.5 µM of 4-hydroxytamoxifen (4-OHT) was added to the medium of passage 0 control or Osr1cKO FAPs. 4-OHT treatment was repeated on day 1 and day 2 of culture, without discarding the old medium. The efficiency of the recombination was measured via genomic qPCR for the exon 2 of *Osr1* and by RT-qPCR. For differentiation assays, cells were trypsinized upon 50–60% confluency to avoid spontaneous differentiation. Approximately 25.000 FAPs were seeded on coverslips in 24 well plates and cultured in DMEM 10% FCS for 6 days. Fresh medium was added every 2 days. Cells were fixed with 4% PFA and immunolabeled as described above.

### Indirect co-culture of FAPs and C2C12/primary myoblasts

For transwell assays, 35.000 control or Osr1cKO FAPs from contralateral hindlimbs of injured 7 dpi animals were seeded in the insert and cultured in transwell plates for 14 days in proliferation medium (high-glucose DMEM, 10% FBS, 1% P/S). Upon confluency, 100.000 C2C12 cells (ATCC) per well were seeded and allowed to attach for 4 h. For primary myoblasts, 180.000 cells were seeded on 0.2% gelatin-coated coverslips and allow to grow confluent in MB proliferation medium. The proliferation medium was then removed and replaced with differentiation medium (high-glucose DMEM, 2% horse serum (PAN biotech), 1% P/S). After 4 days of differentiation, cells were fixed for immunolabeling. To analyze C2C12 fusion, four different areas per sample were analyzed and the number of nuclei in MyHC+ fibers was normalized to the total number of nuclei.

### Conditioned medium assays

30.000 recombined control or Osr1cKO FAPs from contralateral hindlimbs of injured 7 dpi animals were seeded on 24-well plates and expanded in DMEM 10% FCS and 1% P/S until they reached confluency. Cells were briefly washed with PBS, then 300 µl of DMEM 1% P/S without FCS was added. After 24 h conditioned medium (CM) was collected, spun for 15 min in 4 °C at 3.000 rcf and supernatant was isolated. CM was stored in −80 °C and thawed on ice before use.

For CM treatment, 50.000 C2C12 cells were seeded on coverslips in 24-well plates and kept in proliferation medium (high-glucose DMEM, 10% FCS, 1% P/S) for 3 days. Conditioned medium (500 µl) was supplemented with 2% HS and used as differentiation medium for the C2C12 cells. As positive control, fresh differentiation medium (high-glucose DMEM, 2% horse serum, 1% P/S) was used. New conditioned medium was added on cells on day 2, and on day 4 cells were fixed with 4% PFA and immunolabeled as described above. Fusion index was calculated as the ratio of nuclei in MHC positive fibers versus the total number of nuclei. Four different areas per sample were imaged and quantified.

For SB431542 treatment, 20.000 C2C12 cells per well were seeded on an 18-well IBIDI μ slide in proliferation medium. In the case of primary myoblasts, the ibidi angiogenesis plate was coated with Matrigel and 40.000 cells were seeded per well. On the following day, cells were starved for 5 h in high-glucose DMEM with 0% FCS and then cells were pre-treated for 1 h with 0.5 μM SB431542 (Selleck chemicals). SB431542 medium was aspirated, cells were briefly washed with PBS. Then, 80 µl of conditioned medium supplemented with 2% HS and 0.5 μM SB431542 was added to the cells. On day 3 of differentiation, cells were fixed and immunolabeled as described above. Each chamber of the slide was completely imaged, fusion index was quantified as described above.

### Decellularization and dECM assays

To generate the dECM scaffolds, 30.000 recombined control or Osr1cKO FAPs from contralateral hindlimbs of injured 7 dpi animals were seeded on 0.1% gelatin (Roth) coated coverslips in 24-well plates. Cells were cultured in matrix medium consisting of high-glucose DMEM, 10% FCS, 1% P/S and 50 µM of ascorbic acid. Matrix medium was changed every 2–3 days. Cells were cultured for approximately two weeks until a visible thin layer of matrix formed, after which cells were removed using the prewarmed 0,5% Triton-X-100 and 20 mM NH_4_OH in PBS. Afterwards the three-dimensional matrices were gently washed with PBS and 100.000 C2C12 were seeded in differentiation medium (high-glucose DMEM, 2% horse serum (Pan Biotech), 1% P/S) for 2 or for 5 days. Half of the medium was then aspirated and 4% PFA was added for 15 min. at RT. Attached cells and ECM scaffolds were immunolabeled as described above.

### Nanoindentation

The surface elasticity of 15 µm sections from injured TA muscles was measured using the Piuma nanoindenter (Optics11life). The system was calibrated for Young’s modulus measurement, approaching the slide surface and performing an initial wavelength scan. The cantilevers used had a tip radius in the range of 9.5 µm and stiffness of 0.52 N/m. Tissues were immersed in deionized water for 10 min prior to the measurements. Matrix scans of 10 × 10 were performed setting the step size of the cantilever to 15 µm. The data were acquired using the Piuma software.

### RNA sequencing

GFP + FAPs were isolated via FACS from injured muscles from 2 Controls and 2 Osr1 cKO animals at 3 dpi and from 8 Controls and 8 Osr1cKO animals at 7 dpi. 1 sample each at 3 dpi, and 4 pooled samples at 7 dpi served as a biological replicate. RNA was isolated using the Micro RNA Kit (Zymo Research), the RNA concentration was measured using a QubitFluorometer (Invitrogen), and the quality of the RNA yield was measured with the Bioanalyzer 2100 (Agilent). After quality control using Agilent’s Bioanalyzer sequencing libraries were prepared from 100 ng of total RNA per sample following Roche’s stranded “KAPA RNA HyperPrep” library preparation protocol for dual indexed Illumina libraries: First the polyA-RNA fraction was enriched using oligo-dT-probed paramagnetic beads. Enriched RNA was heat-fragmented and subjected to first strand synthesis using random priming. The second strand was synthesized incorporating dUTP instead of dTTP to preserve strand information. After A-tailing Illumina sequencing compatible unique dual index adapters were ligated. Following bead-based clean-up steps the libraries were amplified using 11-12 cycles of PCR. Library quality and size were checked with qBit, Agilent Bioanalyzer and qPCR. Sequencing was carried out on an Illumina HiSeq 4000 system in PE75bp mode and on NovaSeq4000 in PE100bp mode, respectively. Read mapping to the mouse genome (mm10) was performed using STAR in the Galaxy Europe platform, and differential gene expression analysis was performed using DESeq2. Genes were considered as being differentially expressed if the fold-change of KO vs Control was greater than 1.2, if the p-value was below 0.05 for the 3 dpi samples and if the Benjamini-Hochberg adjusted p-value (padj) was below 0.1 for the 7 dpi samples. Transcripts per million (TPM) abundances were calculated from the mean normalized fragment counts given by DESeq2 for all samples. Gene ontology and pathway analysis was performed using the functional annotation tools Enrichr^93^ and g:Profiler^94^.

### Immunoblotting

Protein isolation was performed upon cell sample homogenization using RIPA buffer (50 mM Tris‐Hcl, pH 8.0; 150 mM Nacl; 1% NP‐40; 0.5% Sodium deoxycholate; 0.1% SDS). Protein concentration was determined using the Pierce BCA Protein Assay Kit (Thermo Fischer #23225). Total protein was loaded and separated in SDS-page gels and then transferred to PVDF membrane (GE Healthcare). For blocking, 5% BSA in TBST was applied on the membrane for 1 h at RT. Primary antibodies were diluted in the blocking buffer and were incubated overnight at 4 °C. Membranes were washed three times in PBST, and then incubated with HRP-conjugated secondary antibodies diluted in PBS for 1 h at RT. Antibodies are listed in Table S2. The Fusion X spectra gel documentation system (Vilber) was used for image acquisition (FUSION FX software).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Material

Reporting Summary

## Data Availability

All sequencing data are available via the BioProject accession number PRJNA938360 and GEO accession number GSE226683.

# Supplementary material for: Odd skipped-related 1 controls the pro-regenerative response of fibro-adipogenic progenitors
**Source:** NPJ Regen Med. 2023 Apr 5;8:19. doi: 10.1038/s41536-023-00291-6
**Supplement:** Supplementary file 1 — Supplementary Material

# **Odd skipped-related 1 controls the pro-regenerative response of Fibro-Adipogenic Progenitors**

Georgios Kotsaris, Taimoor H. Qazi, Christian H. Bucher, Hafsa Zahid, Sophie Pöhle-Kronawitter, Vladimir Ugorets, William Jarassier, Stefan Börno, Bernd Timmermann, Claudia Giesecke-Thiel, Aris N. Economides, Fabien Le Grand, Pedro Vallecillo-García, Petra Knaus, Sven Geissler and Sigmar Stricker

## **Supplementary Figures and Tables**

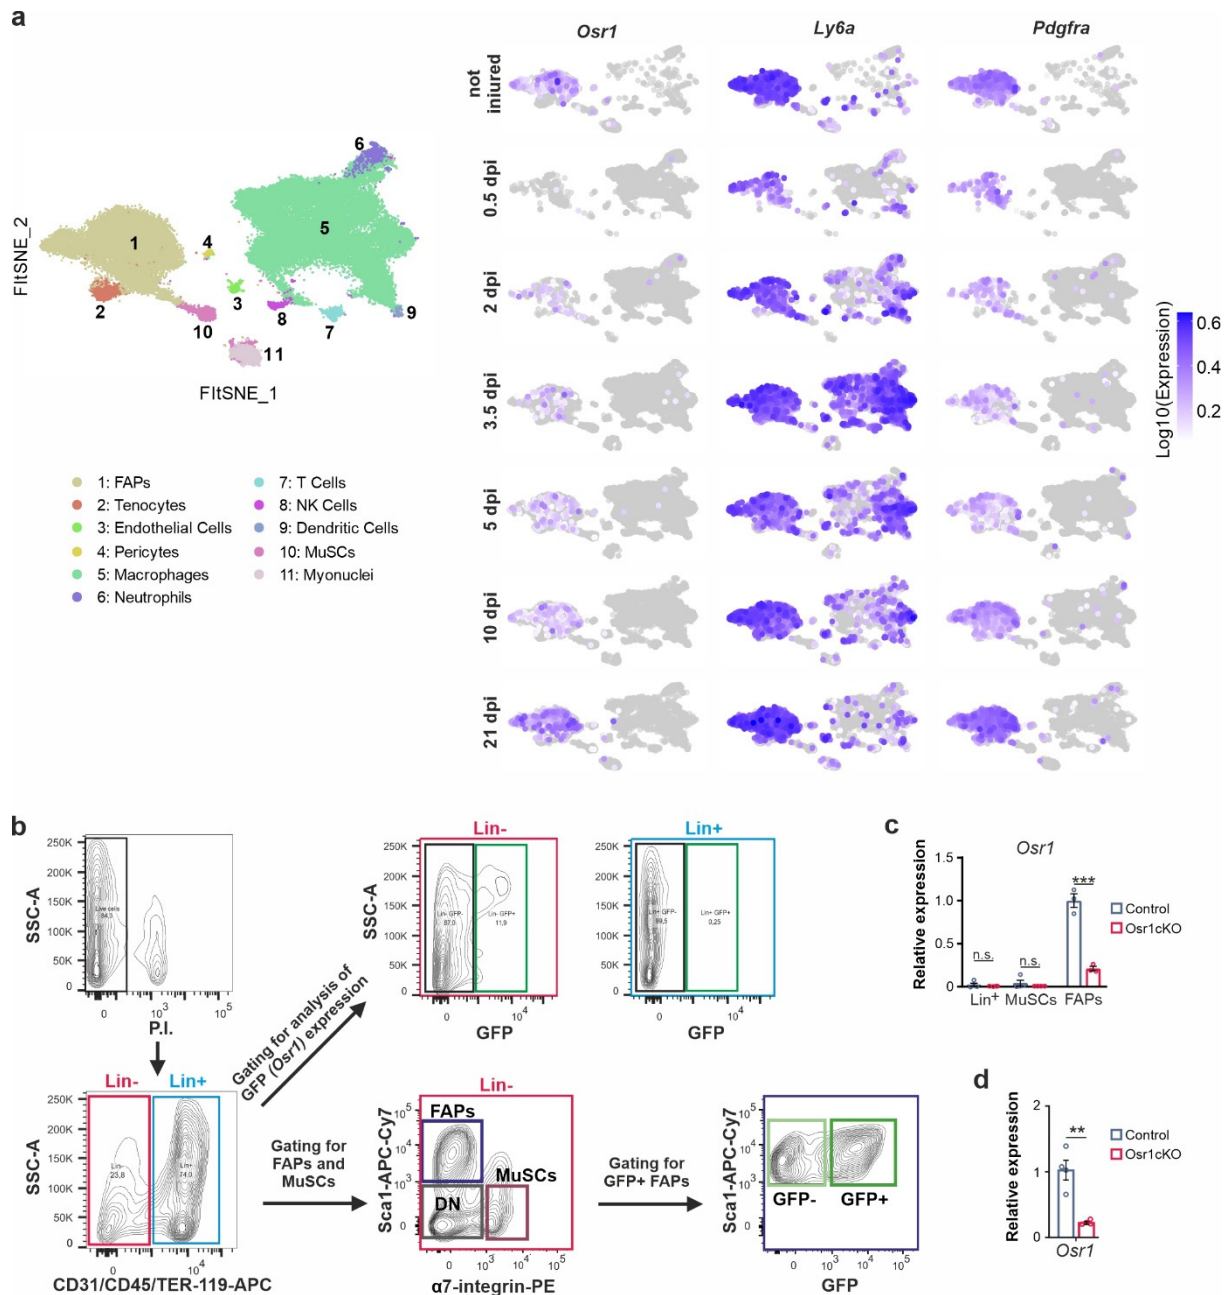

**Supplementary Figure 1 Efficacy of *Osr1* conditional inactivation and specificity of *Osr1* expression.**

**a** Analysis of *Osr1* expression in comparison to *Pdgfra* and *Ly6a* (Sca-1) in single cell data from Oprescu et al. of uninjured muscle and of indicated time points post injury. Cluster annotation shown left. **b** FACS sorting strategy for isolating propidium iodide (P.I.)-low live cells, followed by gating for Lin<sup>+</sup> (CD31<sup>+</sup> CD45<sup>+</sup> TER-119<sup>+</sup>) and Lin<sup>-</sup> (CD31<sup>-</sup> CD45<sup>-</sup> TER-119<sup>-</sup>) cells. Top right panel: Analysis of GFP expression from the recombined *Osr1* locus in Lin<sup>-</sup> and Lin<sup>+</sup> cells from 3 dpi muscle. Note no GFP<sup>+</sup> cells were detected in Lin<sup>+</sup> hematopoietic and endothelial cells. Bottom right panel: FACS sorting strategy for FAPs and MuSCs as used for Fig. 3b, c, d; Fig. 5b-h; Fig. 6b, d; Fig. 7g, h. Right: isolation of GFP<sup>+</sup> FAPs as used for RNA Sequencing. **c** RT-qPCR analysis of *Osr1* mRNA expression in FACS-isolated FAPs, MuSCs and Lin<sup>+</sup> cells from control and *Osr1*cKO mice at 3 dpi (n=3). **d** RT-qPCR analysis of *Osr1* mRNA expression in whole muscle tissue from control and *Osr1*cKO mice at 3 dpi (n=4). Data are mean  $\pm$  SEM; P-value calculated by two-sided unpaired t-test; \*\*p < 0.01. N-numbers indicate biological replicates (mice per genotype).

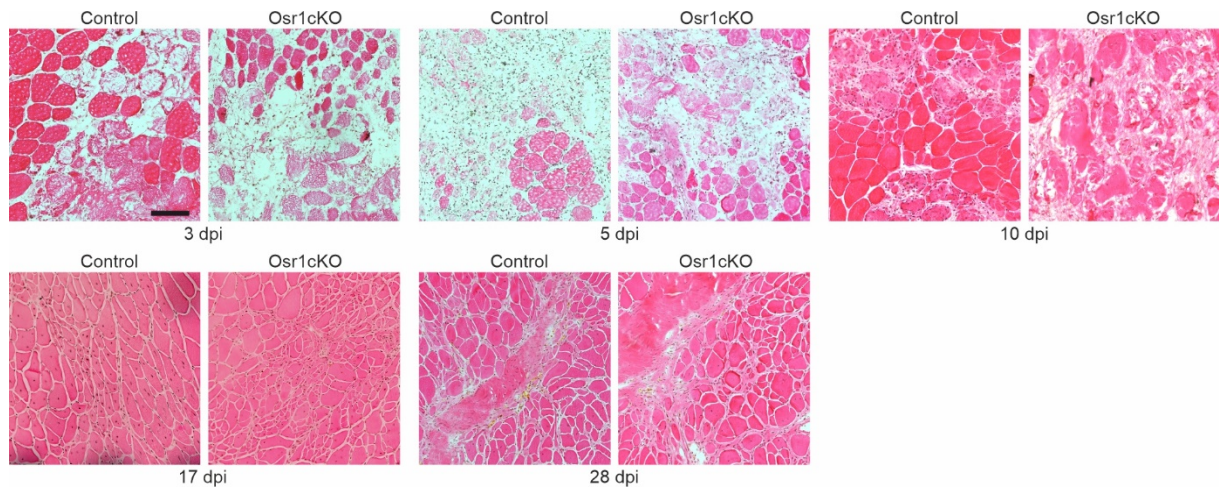

**Supplementary Figure 2 Delayed muscle regeneration and fibrotic appearance of Osr1cKO regenerating muscle.**

Hematoxylin and eosin staining of control and Osr1cKO muscle sections at indicated days post injury (dpi). Scale bar: 100  $\mu\text{m}$ .

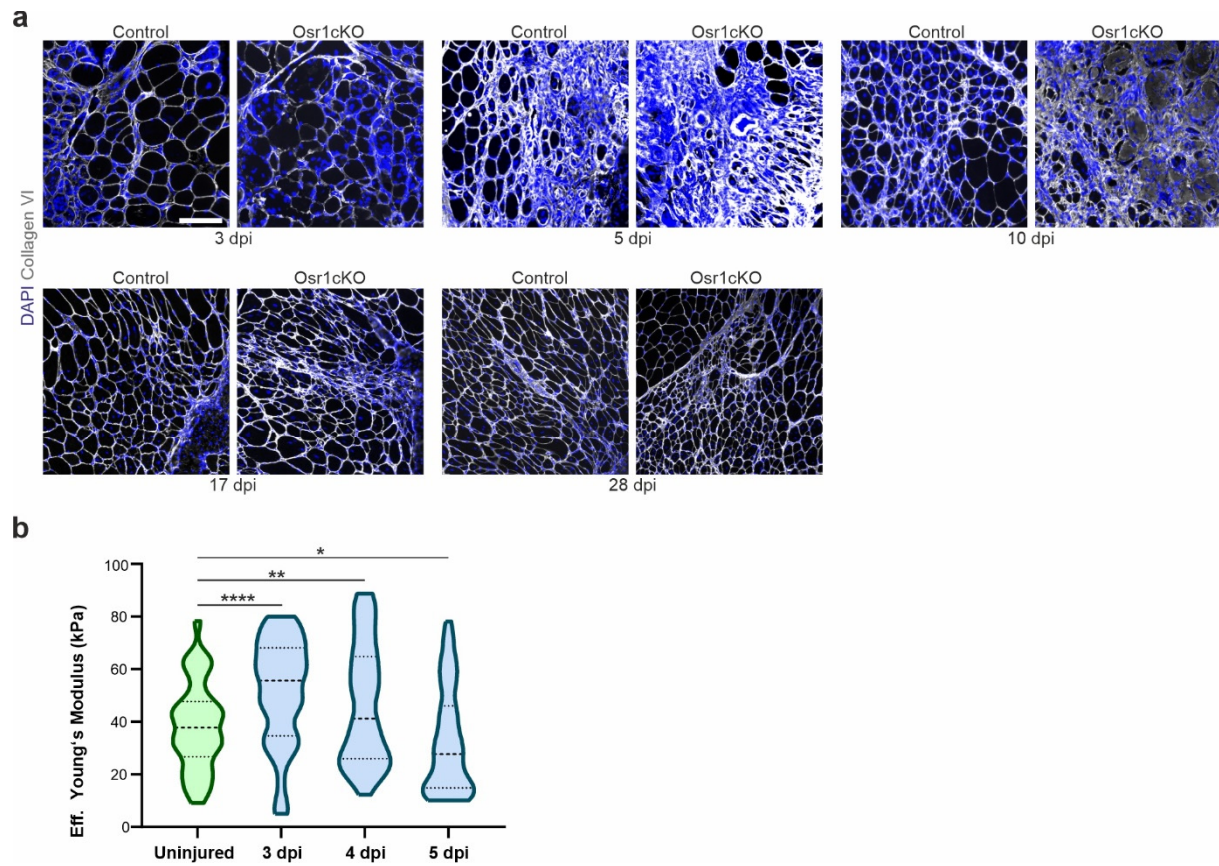

### Supplementary Figure 3 Fibrotic appearance of *Osr1cKO* regenerating muscle.

**a** Immunolabeling for Collagen VI on control and *Osr1cKO* muscle sections at indicated dpi. **b** Tissue stiffness measurement assessed by nanoindentation of wild type regenerating muscle tissue sections at indicated dpi (n=3). Data are mean  $\pm$  SEM; P-value calculated by two-sided unpaired t-test; \*  $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ . N-numbers indicate biological replicates (mice per genotype). Scale bar: 100  $\mu\text{m}$ .

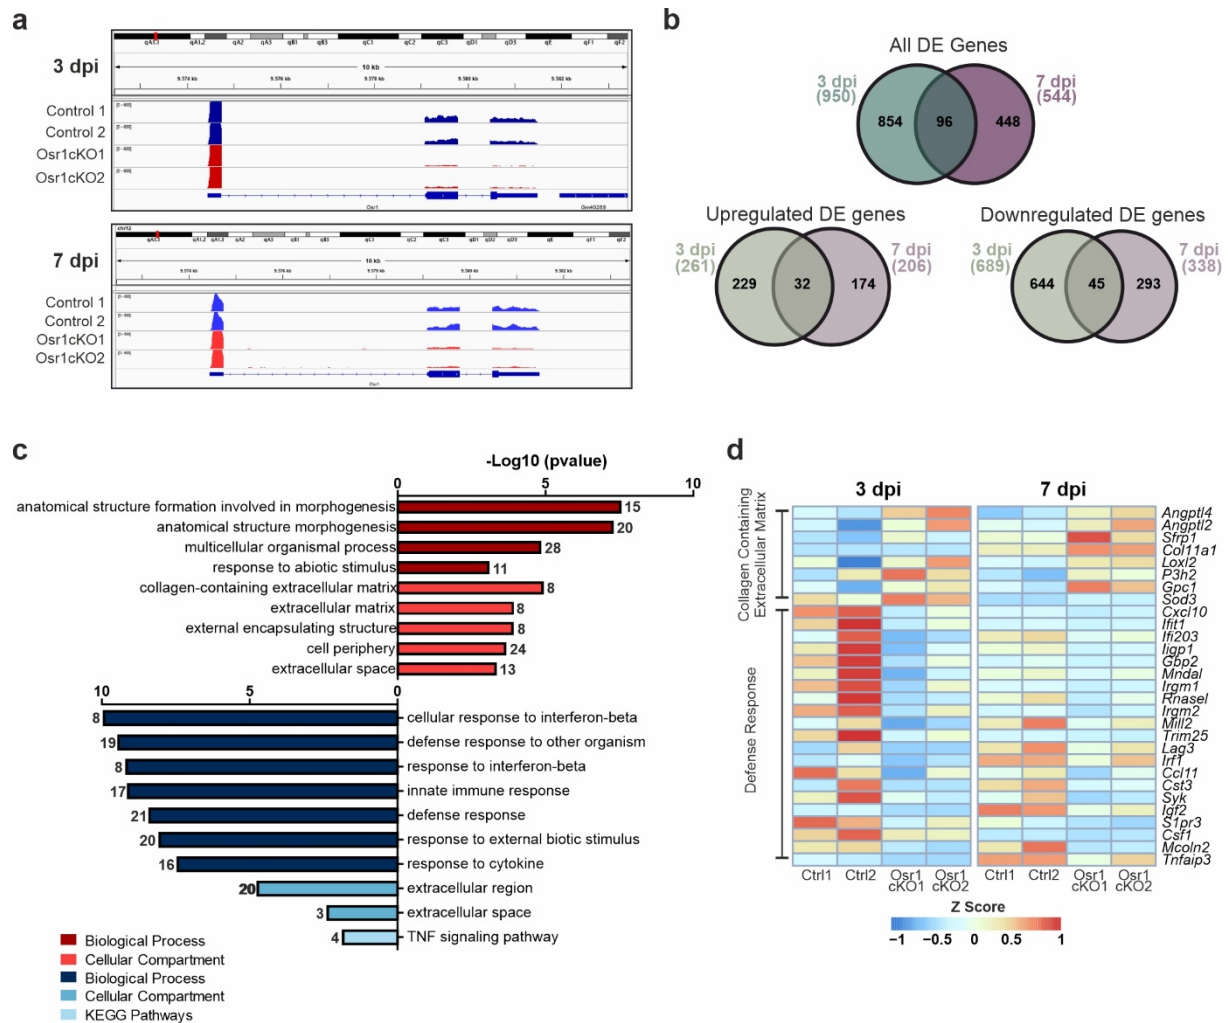

### Supplementary Figure 4 Supplementary transcriptome analysis of *Osr1*cKO FAPs.

**a** Genome browser view of the *Osr1* locus with RNA seq data from 3 and 7 dpi. Note efficient recombination indicated by strongly reduced exon 2 and 3 reads. **b** Venn diagram depicting common regulated genes between the 3 and the 7 dpi *Osr1*cKO FAPs. **c** GO term analysis of genes commonly upregulated (top) and downregulated (bottom) in *Osr1*cKO FAPs at 3 and 7 dpi. **d** Heat maps showing genes belonging to the GO terms “Collagen-containing extracellular matrix” and “Defense response” at 3 and 7 dpi showing continuous deregulation.

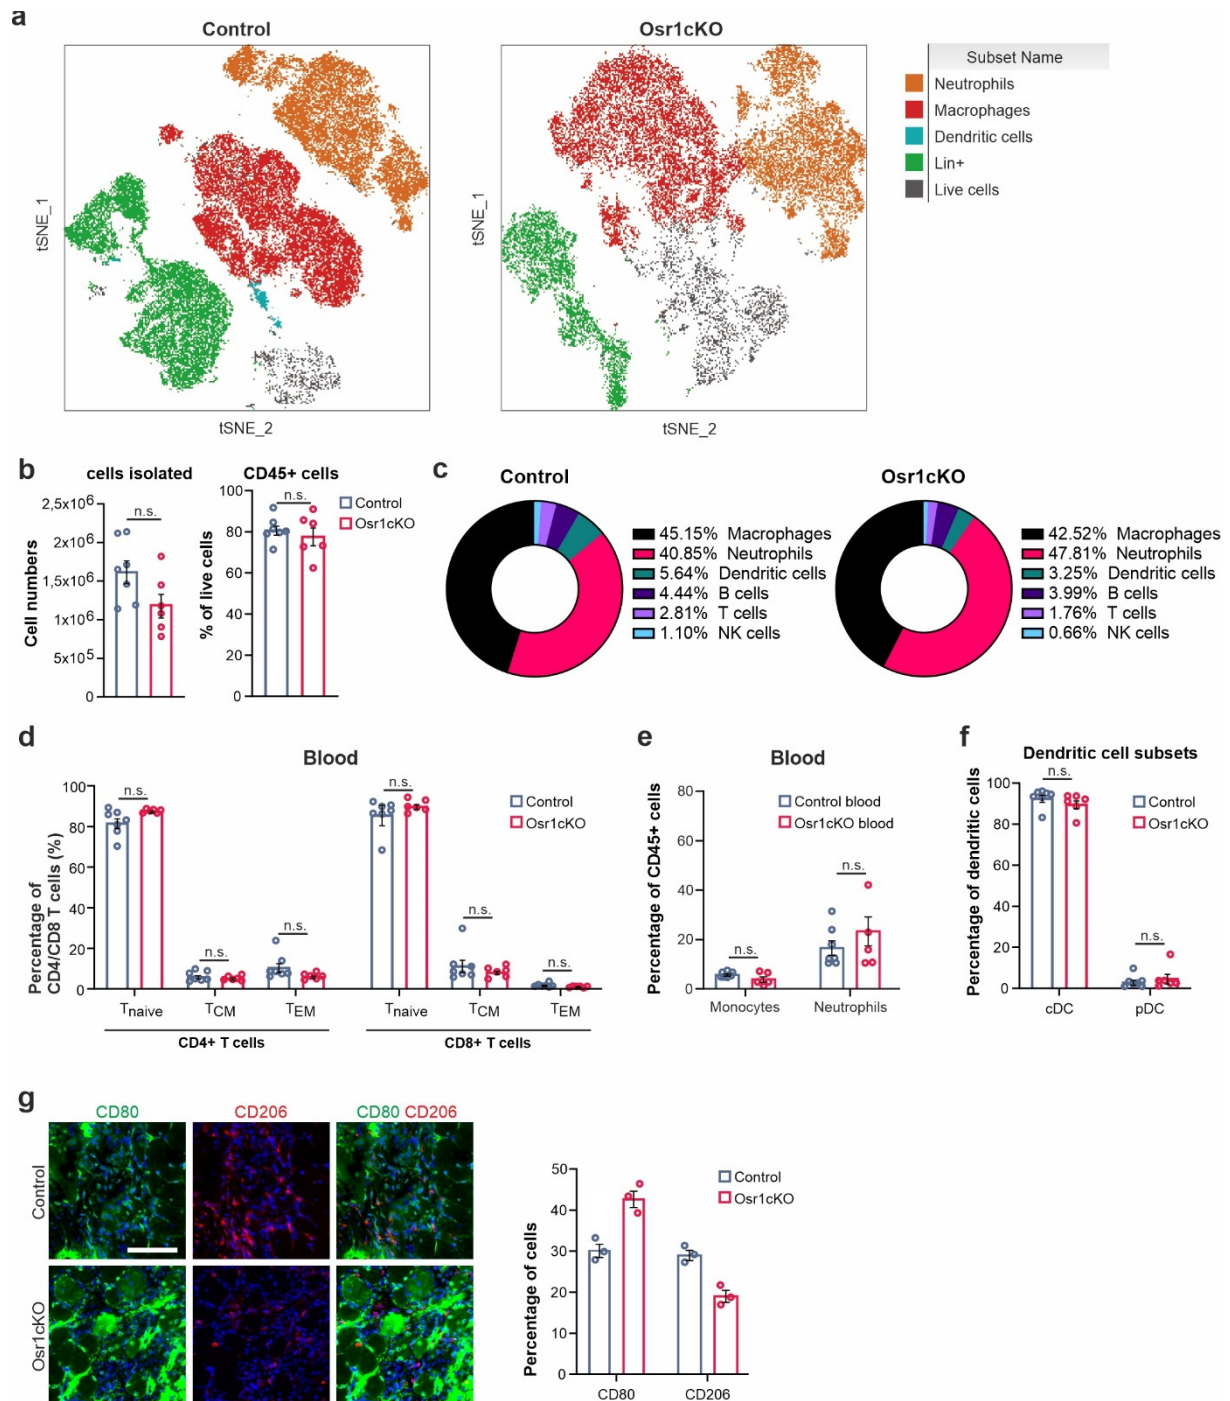

### Supplementary Figure 5 Supplementary data immune cell profiling at 3 dpi.

**a** tSNE plot depiction of immune cell populations identified in 3 dpi control or Osr1cKO muscle. Lin+ is defined CD3+, CD19+, CD335+. **b** Flow cytometry quantification of all live cells analyzed and percentage of CD45+ cells in 3 dpi control or Osr1cKO muscle. **c** Percentages of immune cell populations identified in control and Osr1cKO muscle. **d** Flow cytometry quantification of T-cell cell subsets in blood of 3 dpi control or Osr1cKO mice. **e** Flow cytometry quantification of macrophages and neutrophils in blood of 3 dpi control and Osr1cKO mice. **f** Flow cytometry quantification of Dendritic cell subsets in 3 dpi control or Osr1cKO muscle. **g** Immunolabeling for CD80 and CD206 on tissue sections of 3 dpi control and Osr1cKO animals. Relative quantification of CD80+ vs. CD206+ cells is shown right. In b - f n=7 for control and n=6 for Osr1 cKO. In g n=3 for both groups. Data are mean  $\pm$  SEM; P-value calculated by Mann-Whitney test; N-numbers indicate biological replicates (mice per genotype). Scale bar: 100  $\mu$ m.

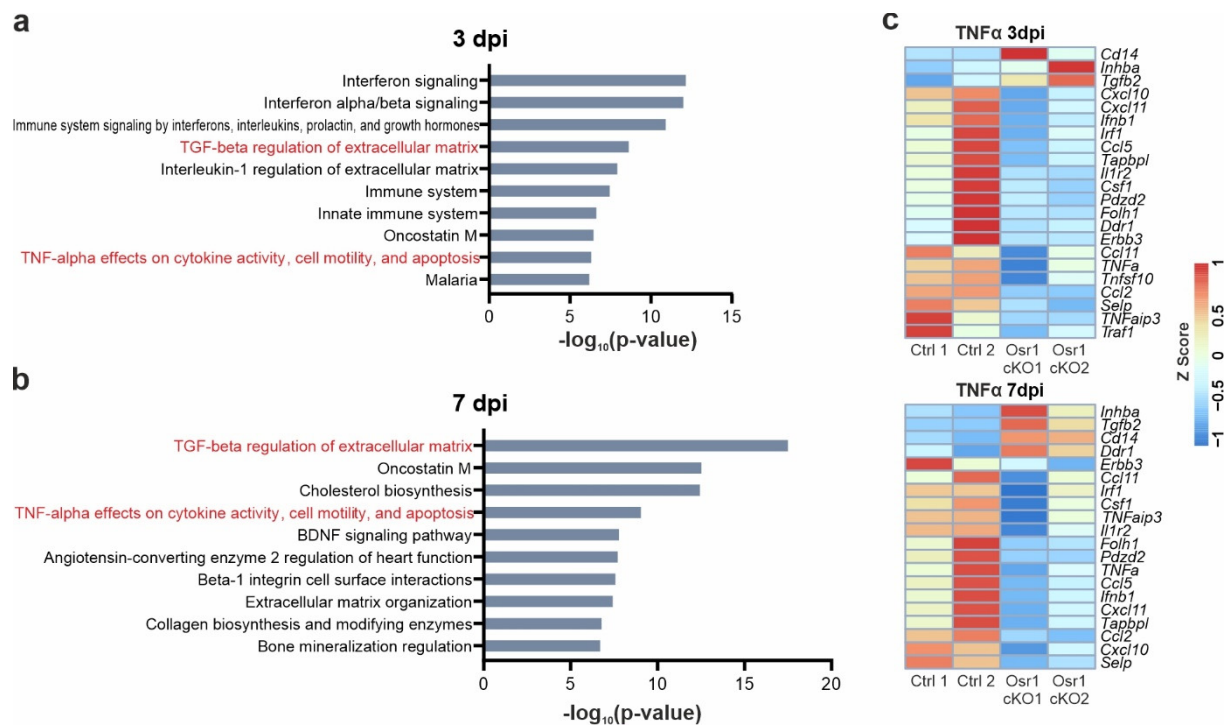

**Supplementary Figure 6 TNFα pathway analysis in transcriptome data of Osr1cKO FAPs**

**a, b** GO term analysis of DE genes in Osr1cKO FAPs relative to control FAPs at 3 dpi (top) and 7 dpi (bottom). **c** Heat maps showing downregulation of TNFα pathway genes belonging to the highlighted terms in Osr1cKO FAPs.

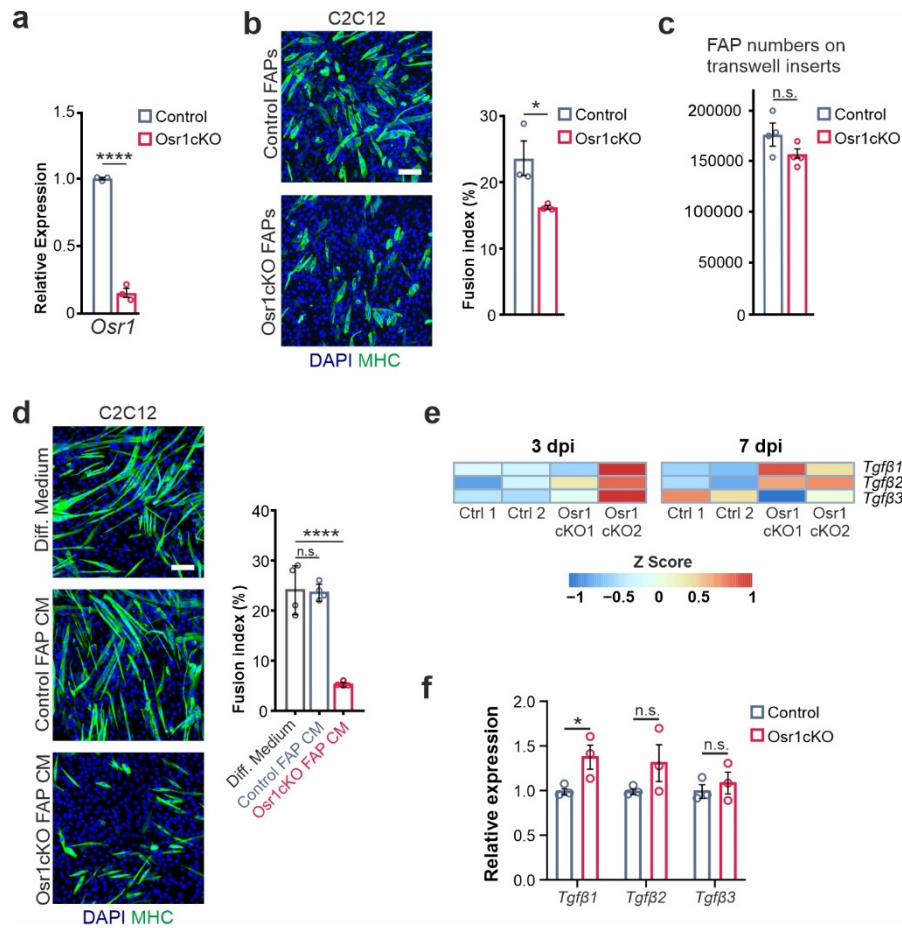

**Supplementary Figure 7 Effects of FAP coculture and FAP conditioned medium on C2C12 cells, and upregulation of *Tgfb* genes in *Osr1*cKO FAPs.**

**a** RT-qPCR analysis of *Osr1* mRNA expression in FAPs isolated at 7 dpi from contralateral muscle of injured control and *Osr1*cKO mice (n=3). **b** Immunolabeling for MHC to detect myotube formation from C2C12 cells co-cultured with control or *Osr1*cKO FAPs; quantification of fusion index is shown right (n=3). **c** Quantification of FAP numbers in transwell plates at the day of analysis. **d** Immunolabeling for MHC to detect myotube formation from C2C12 cells in differentiation medium or differentiation medium supplemented with control or *Osr1*cKO CM; quantification of fusion index is shown right (n=4). **e** Heat maps showing *Tgfb1,2* and 3 gene expression in control or *Osr1*cKO FAPs at 3 and 7 dpi. **f** RT-qPCR analysis of *Tgfb1,2* and 3 gene expression in *in vitro* recombined *Osr1*cKO FAPs (n=3). Data are mean  $\pm$  SEM; P-value calculated by two-sided unpaired t-test; \*  $p < 0.05$ , \*\*\*\*  $p < 0.0001$ . N-numbers indicate biological replicates (mice per genotype). Scale bars: 100  $\mu$ m.

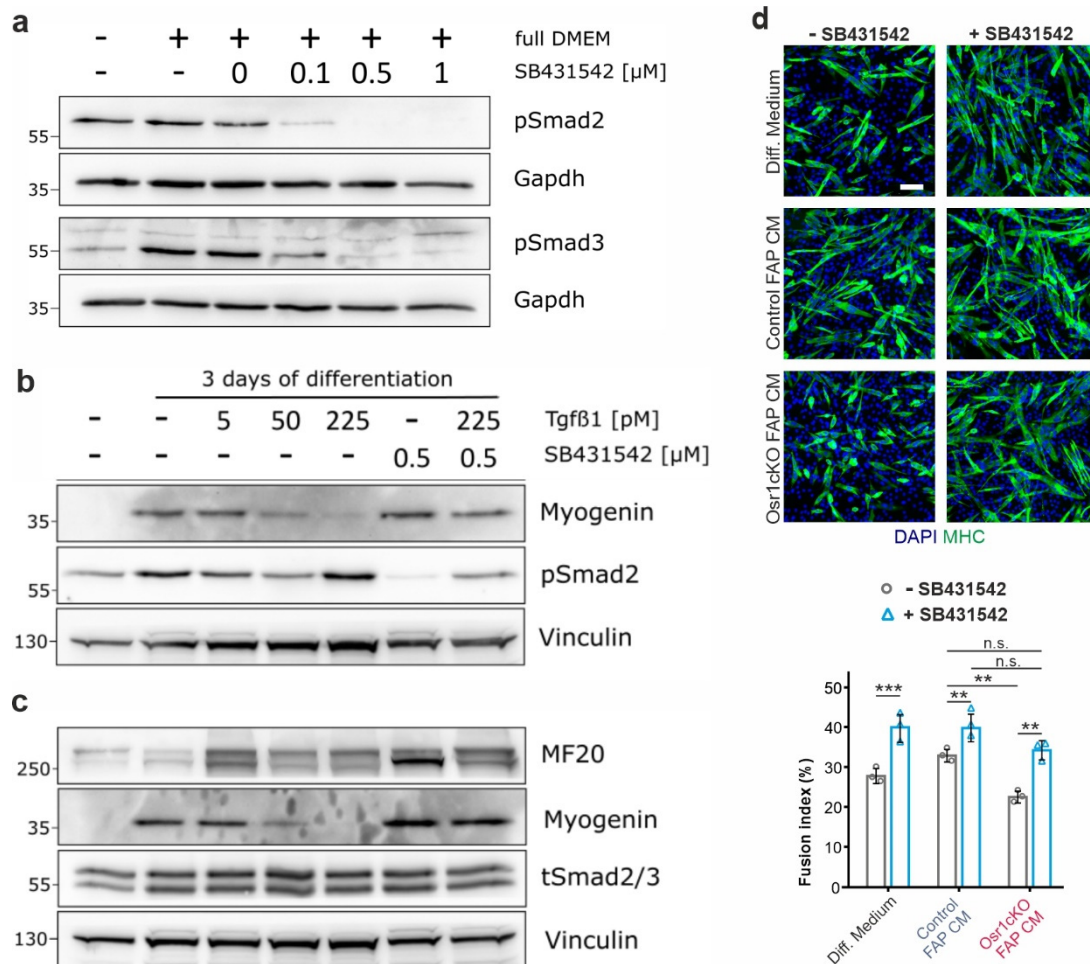

### Supplementary Figure 8 Efficacy of TGFβ pathway inhibition and effects of SB431542 in C2C12 cells.

**a** Western blot analysis of TGFβ pathway activity in C2C12 cells cultured in DMEM and treated with increasing concentrations of SB431542 assessed by detection of phospho-Smad2 phospho-Smad3. **b, c** Western blot analysis of phospho-Smad2, Myogenin and myosin heavy chain (MF20) expression in C2C12 cells treated with recombinant TGFβ1 and SB431542. All blots of each panel are derived from the same experiment, **d** Immunolabeling for MHC to detect myotube formation from C2C12 cells in differentiation medium or differentiation medium supplemented with control or Osr1cKO CM, with or without TGFβ pathway inhibitor SB431542; quantification of fusion index is shown right (n=3). Data are mean  $\pm$  SEM; P-value calculated by ANOVA; \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . N-numbers indicate biological replicates (mice per genotype). Scale bar: 100  $\mu$ m.

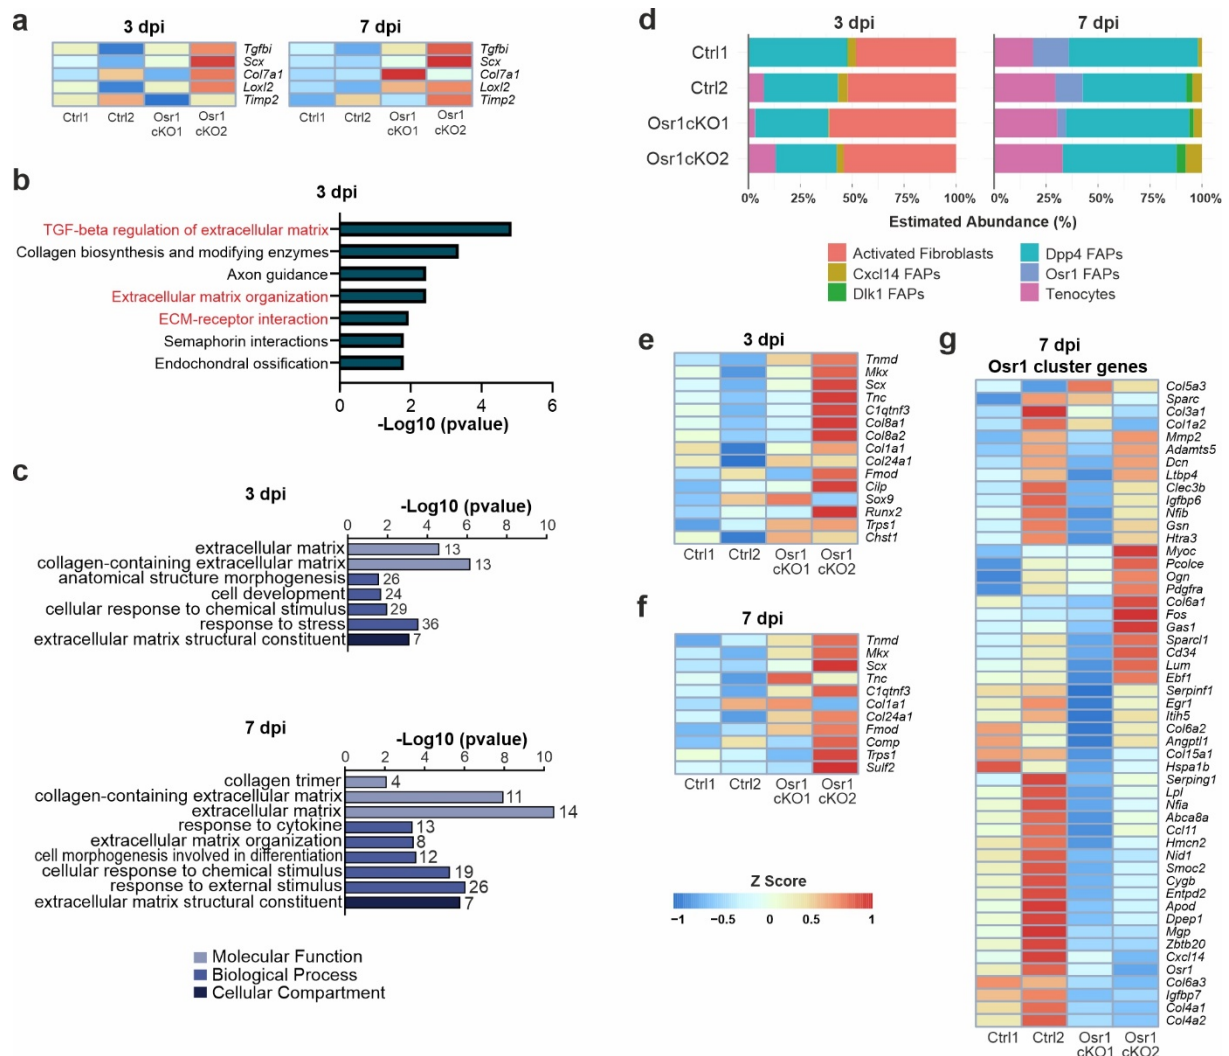

**Supplementary Figure 9 Transcriptional fibrogenic shift of Osr1cKO FAPs.**

**a** Heat maps showing TGFβ target gene expression in control or Osr1cKO FAPs at 3 and 7 dpi. **b** Bio planet 2019 pathway analysis of genes upregulated in 7 dpi Osr1cKO FAPs relative to controls. **c** GO terms analysis of the common deregulated genes between mdx FAPs and the 3 or 7 dpi Osr1cKO FAPs. **d** Deconvolution analysis of control and Osr1cKO FAP bulk transcriptome data on single cell sequencing data from Oprescu et al. **e, f** Heat maps showing upregulation of tendon- and cartilage-associated genes in Osr1cKO FAPs relative to controls. **g** Heat map depiction of signature genes characterizing the “Osr1” cluster in Oprescu et al.

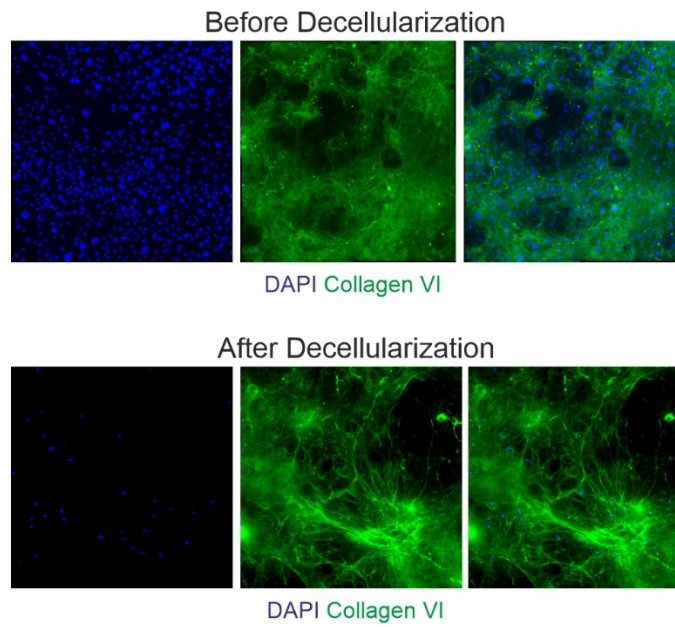

**Supplementary Figure 10 Efficiency of in vitro ECM deposition and the decellularization.**

## Supplementary Tables

**Supplementary Table 1 Primers for RT-qPCR**

|                       | Forward                  | Reverse                 |
|-----------------------|--------------------------|-------------------------|
| <b><i>Pax7</i></b>    | CGATTAGCCGAGTGCTCAGAA    | CCAGACGGTTCCTTTGTCG     |
| <b><i>Myod1</i></b>   | CGCCACTCCGGGACATAG       | GAAGTCGTCTGCTGTCTCAAAGG |
| <b><i>Myf5</i></b>    | CAGCCCCACCTCCAAGT        | GGGACCAGACAGGGCTGTTA    |
| <b><i>Myog</i></b>    | TCCAGTACATTGAGCGCCTAC    | GCTGTGGGAGTTGCATTAC     |
| <b><i>Osr1</i></b>    | CCTGTATGGTTTCAGCGCTC     | TGGCTTAGGGTGAATGACGT    |
| <b><i>Gapdh</i></b>   | CTGCACCACCAACTGCTTAG     | GGATGCAGGGATGATGTTCT    |
| <b><i>TGFβ1</i></b>   | GACCCCCACTGATACGCCTG     | GCGCTGAATCGAAAGCCCTG    |
| <b><i>TGFβ2</i></b>   | CCGGAGGTGATTTCCATCTA     | GCGGACGATTCTGAAGTAGG    |
| <b><i>TGFβ3</i></b>   | GATGAGCACATAGCCAAGCA     | ATTGGGCTGAAAGGTGTGAC    |
| <b><i>CD68</i></b>    | GGCGGTGGAATACAATGTGTCC   | AGCAGGTCAAGGTGAACAGCTG  |
| <b><i>CD86</i></b>    | ACGTATTGGAAGGAGATTACAGCT | TCTGTCAGCGTTACTATCCCGC  |
| <b><i>CD163</i></b>   | GGCTAGACGAAGTCATCTGCAC   | CTTCGTTGGTCAGCCTCAGAGA  |
| <b><i>CD206</i></b>   | GTTACCTGGAGTGATGGTTCTC   | AGGACATGCCAGGGTCACCTTT  |
| <b><i>Arg1</i></b>    | AACACGGCAGTGGCTTTAACC    | GGTTTTTCATGTGGCGCATTC   |
| <b><i>Albumin</i></b> | CTGCAATCCTGAACCGTGT      | TTCCACCAGGGATCCACTAC    |

**Supplementary Table 2 Primary antibodies**

| Antibody                             | Clone      | Conjugate    | Concentration / Dilution | Source                            |
|--------------------------------------|------------|--------------|--------------------------|-----------------------------------|
| <b>Mouse anti-MHC3 (eMHC)</b>        | Monoclonal | Unconjugated | 1:50                     | DSHB                              |
| <b>Mouse anti-MF20 (MYH1)</b>        | Monoclonal | Unconjugated | 1:100                    | DSHB                              |
| <b>Mouse anti-Pax7 (supernatant)</b> | Monoclonal | Unconjugated | 1:20                     | DSHB                              |
| <b>Guinea pig anti-Pax7</b>          | Polyclonal | Unconjugated | 1:100                    | C. Birchmeier                     |
| <b>Mouse anti-Ki67</b>               | Monoclonal | B56          | 1:100                    | BD Biosciences                    |
| <b>Rabbit anti-Ki67</b>              | Polyclonal | Unconjugated | 1:1000                   | Abcam                             |
| <b>Rabbit anti-laminin</b>           | Polyclonal | Unconjugated | 5 µg ml <sup>-1</sup>    | Sigma-Aldrich                     |
| <b>Goat anti-Collagen VI</b>         | Polyclonal | Unconjugated | 1:200                    | Southern Biotechnology Associates |
| <b>Mouse anti-MyoD</b>               | 5.8A       | Unconjugated | 1:100                    | BD Biosciences                    |
| <b>Mouse anti-fibronectin</b>        | Polyclonal | Unconjugated | 1:500                    | Merck                             |
| <b>Phalloidin</b>                    |            | 591/608      | 1:250                    | Thermo Fischer Scientific         |
| <b>Rabbit anti-tSmad2/3</b>          | D7G7       | Unconjugated | 1:1000                   | Cell Signaling                    |
| <b>Rabbit anti-pSmad2</b>            | Ser465/467 | Unconjugated | 1:1000                   | Cell Signaling                    |
| <b>Rabbit anti-pSmad3</b>            | Ser423/425 | Unconjugated | 1:1000                   | Cell Signaling                    |
| <b>Rabbit anti-GAPDH</b>             | 14C10      | Unconjugated | 1:2000                   | Cell Signaling                    |
| <b>Mouse anti-myogenin</b>           | sc-12732   | Unconjugated | 1:100                    | Santa Cruz                        |
| <b>Mouse anti-vinculin</b>           | V9131      | Unconjugated | 1:4000                   | Merck                             |
| <b>Rabbit-anti-CD80</b>              | Polyclonal | Unconjugated | 1:150                    | Invitrogen                        |
| <b>Rat-anti-CD206</b>                | MR5D3      | Unconjugated | 1:150                    | Bio-Rad                           |
| <b>Rabbit-anti-Perilipin A/B</b>     | Polyclonal | Unconjugated | 1:300                    | Sigma-Aldrich                     |
| <b>Goat-anti-PDGFRα</b>              | Polyclonal | Unconjugated | 1:200                    | R & D systems                     |

**Supplementary Table 3 Secondary antibodies**

| Antibody             | Conjugate(s)                 | Source     |
|----------------------|------------------------------|------------|
| Donkey anti-mouse    | Alexa Fluor 488, 568 and 680 | Invitrogen |
| Donkey anti-rabbit   | Alexa Fluor 488, 568 and 681 | Invitrogen |
| Donkey anti-goat     | Alexa Fluor 488, 568 and 682 | Invitrogen |
| Goat anti-guinea pig | Alexa Fluor 682              | Invitrogen |

**Supplementary Table 4 FACS antibodies**

| <b>Antibody</b>                   | <b>Clone</b> | <b>Conjugate</b>   | <b>Concentration/dilution</b> | <b>Source</b>                         |
|-----------------------------------|--------------|--------------------|-------------------------------|---------------------------------------|
| <b>Anti mouse CD31</b>            | 390          | APC conjugated     | 3 µg ml <sup>-1</sup>         | Invitrogen                            |
| <b>Anti mouse CD45</b>            | 30-F11       | APC conjugated     | 6 µg ml <sup>-1</sup>         | Invitrogen                            |
| <b>Anti mouse TER119</b>          | TER-119      | APC conjugated     | 6 µg ml <sup>-1</sup>         | Invitrogen                            |
| <b>Anti rat α7-integrin</b>       | R2F2         | PE conjugated      | 1.5 µg ml <sup>-1</sup>       | Ablab                                 |
| <b>Anti mouse Ly-6A/E (Sca-1)</b> | D7           | APC-Cy7 conjugated | 1.5 µg ml <sup>-1</sup>       | Biolegend                             |
| <b>CD45</b>                       | 30-F11       | AF488              | 0.25 µg ml <sup>-1</sup>      | BioLegend, San Diego, CA, USA         |
| <b>CD3e</b>                       | 145-2C11     | PE-Cy7             | 0.4 µg ml <sup>-1</sup>       | BioLegend, San Diego, CA, USA         |
| <b>CD19</b>                       | 6D5          | PE-Cy7             | 0.2 µg ml <sup>-1</sup>       | BioLegend, San Diego, CA, USA         |
| <b>CD335</b>                      | 29A1.4       | PE-Cy7             | 0.6 µg ml <sup>-1</sup>       | BioLegend, San Diego, CA, USA         |
| <b>CD11c</b>                      | N418         | PerCP-Cy5.5        | 0.4 µg ml <sup>-1</sup>       | BioLegend, San Diego, CA, USA         |
| <b>CD11b/Mac-1</b>                | M1/70        | BV510              | 0.4 µg ml <sup>-1</sup>       | BioLegend, San Diego, CA, USA         |
| <b>Ly6-G</b>                      | 1A8          | APC-Fire750        | 0.6 µg ml <sup>-1</sup>       | BioLegend, San Diego, CA, USA         |
| <b>MHC class II</b>               | M5/114.15.2  | BV785              | 0.05 µg ml <sup>-1</sup>      | BioLegend, San Diego, CA, USA         |
| <b>CD80</b>                       | 16-10A1      | BV650              | 0.2 µg ml <sup>-1</sup>       | BioLegend, San Diego, CA, USA         |
| <b>CD86</b>                       | GL-1         | BV421              | 0.2 µg ml <sup>-1</sup>       | BioLegend, San Diego, CA, USA         |
| <b>CD163</b>                      | TNKUPJ       | PE                 | 0.1 µg ml <sup>-1</sup>       | ThermoFisher, Waltham, MA, USA        |
| <b>VEGF</b>                       | VG1          | AF647              | 0.225 µg ml <sup>-1</sup>     | Novus Biologicals, Littleton, CO, USA |
| <b>CD206</b>                      | C068C2       | PE-Dazzle594       | 0.2 µg ml <sup>-1</sup>       | BioLegend, San Diego, CA, USA         |

# Supplementary material for: Odd skipped-related 1 controls the pro-regenerative response of fibro-adipogenic progenitors
**Source:** NPJ Regen Med. 2023 Apr 5;8:19. doi: 10.1038/s41536-023-00291-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection n/a

Data analysis n/a

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data are available via the BioProject accession number PRJNA938360.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                  |
|-----------------------------|----------------------------------|
| Reporting on sex and gender | <input type="text" value="n/a"/> |
| Population characteristics  | <input type="text" value="n/a"/> |
| Recruitment                 | <input type="text" value="n/a"/> |
| Ethics oversight            | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="No sample size calculation was performed, as there was no expected effect size. Sample numbers were used according to accepted standards in the field."/> |
| Data exclusions | <input type="text" value="No data were excluded."/>                                                                                                                                 |
| Replication     | <input type="text" value="All experiments have been replicated with independent biological samples as stated in the manuscript."/>                                                  |
| Randomization   | <input type="text" value="not applicable; use of genetically modified inbred mouse strains."/>                                                                                      |
| Blinding        | <input type="text" value="Non-blinded. For most analyses, automated quantification was performed."/>                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------|
| Antibodies used | <input type="text" value="A list of antibodies can be found in the supplementary materials"/> |
| Validation      | <input type="text" value="Antibodies were validated by the manufacturer"/>                    |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                               |
|----------------------------------------------------------------------|---------------------------------------------------------------|
| Cell line source(s)                                                  | C2C12 cells were derived from ATCC                            |
| Authentication                                                       | Myogenic differentiation assay                                |
| Mycoplasma contamination                                             | Cell lines were regularly tested for mycoplasma contamination |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a                                                           |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                 |
|-------------------------|-------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse; C57Bl6 background; CAGG-CreERT strain (B6.Cg-Tg(CAG-cre/Esr1*)5Amc/J),                   |
| Wild animals            | n/a                                                                                             |
| Reporting on sex        | n/a                                                                                             |
| Field-collected samples | n/a                                                                                             |
| Ethics oversight        | Animal experiments were approved by the "Landesamt für Gesundheit und Soziales" Berlin, Germany |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Isolation of cells from skeletal muscle by enzymatic tissue digestion.                                                                                                                                                                                                                                                                                                                                                                              |
| Instrument                | CytoFlex LX                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                  | FlowJo software (Tree Star, Ashland, OR, USA)                                                                                                                                                                                                                                                                                                                                                                                                       |
| Cell population abundance | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Gating strategy           | The gating strategy for FAP and MuSC isolation is shown in Supplementary Fig. 1b. The gating strategy for immune cell analysis was performed exactly as described in Bucher et al. (2022, PMID: 36028760). Figures illustrating the gating strategy can be found in supplementary information of this reference (Supplementary Figure 5-8). A corresponding statement is also included in the materials and methods section of the main manuscript. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

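The samples were 8 RNA-seq libraries of GFP+ FAPs sorted from injured muscle of control (heterozygous) and Osr1cKO mice, with 2 libraries per genotype at 3 and at 7 dpi. The authors aligned stranded paired-end reads to mm10 with STAR, used DESeq2 for normalization and testing, and deposited TPM per gene symbol, with the same sum in each library. The paper's text does not name the counter, its annotation or whether it used strand, so overlapping antisense genes are uncertain.

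Of 55385 entries per library, 106 symbols were listed more than once and their 109 further entries were left out, which left 55276. GENCODE release 21 of the mouse (GRCm38, the assembly of mm10) gave coordinates and exon lengths; 53273 symbols matched 1 gene and 2003 did not, 229 of these with a mean TPM of at least 1. With these lengths, between 98.7% and 98.9% of values under 50 fragments came out within 0.02 of a whole number, so depth was recovered and lay between 36513909 and 51092489 fragments per library. Genes with few recovered fragments carry the most counting error, and those under the filter were not tested.

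The tests fixed before the data were examined assumed counts. The values are TPM, so limma was used on log2(TPM + 1). TPM was scaled by a 30% trimmed mean of log ratios. Genes with at least 10 recovered fragments in 2 libraries and 15 over the 4 libraries of a day were tested, and symbols without a length were kept where mean TPM was at least 1. Each day was fitted on its 4 libraries with lmFit and eBayes with a trend. Calls needed a fold change over 1.2 with an unadjusted p under 0.05 at 3 dpi, or a Benjamini-Hochberg adjusted p under 0.1 at 7 dpi, as in the paper's methods. The genotype by day interaction was fitted over all 8 libraries with an adjusted p under 0.05. Versions were R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6.

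Before this setting was settled, 24 combinations of filter, scaling, pseudocount and robust eBayes were run, and limma-voom on recovered fragments as well. At an adjusted p under 0.1 the 24 combinations gave 0 genes at 3 dpi and between 0 and 23 at 7 dpi, and limma-voom gave 0 and 220, or 0 and 296 with robust eBayes. The 12 with the filter on fragments gave between 10 and 23, and the 12 with a mean TPM of at least 1 gave 0. The filter on fragments was made the main one after both results were seen, because it is the filter named in the design; closeness to the paper was not used.

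A simulation with 5 draws and a dispersion of 0.02 tested the procedure. This dispersion was the same for every gene and was not estimated from these libraries, so the shares below need not hold for them. Of about 197 changed genes at 3 dpi and 196 at 7 dpi, 66.5% and 63.0% were recovered at an adjusted p under 0.1, and 17.0% and 17.3% of the calls were false. limma-voom recovered 71.9% and 70.0%, with 12.6% and 9.39% false. A false share above the nominal level was thus present in every case but limma-voom at 7 dpi.

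In all, 21 lists of genes were written before the data were examined: collagens, basement membrane, interferon-stimulated genes, chemokines, NF-κB and TNF response, TGFβ response, tenocyte, cartilage and bone, adipogenic, FAP identity, proliferation, stress and immediate early genes, cholesterol biosynthesis, macrophage, lymphoid, endothelial, erythroid, myofiber, muscle stem cell, Schwann cell and sex-linked genes. They were tested with camera (preset correlation 0.01) and adjusted together over 41 tests, with fry and an estimated correlation as alternatives. The tests of a list's difference between the days were added after the data were seen. Genes shown in the paper's figures were counted by direction; most were chosen by the paper on these samples.

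Named genes were fixed by rule, with exceptions that include Mki67 and Ddx3y. The rule took Osr1 first and genes the paper names on these data. At each day it took the 5 of smallest p in each direction whose libraries did not overlap between genotypes. It also took at most 3 per list and day. Mki67 and Ddx3y belong to the lists of proliferation and sex-linked genes but were not picked by this rule. Many of the genes named through a list are summarised by their list only, and 1 result is not reported here. Alternatives were other scalings, filters and pseudocounts, limma-voom, robust eBayes, a replicate block, a fit of all 8 libraries, other thresholds and leaving out each library. Alternatives with a negative binomial model of deposited counts were not run, since the values are TPM. Such a model was not run on the recovered fragments either, so what it would give is not known. Reads, exon usage, gene ontology annotation, single-cell data and mdx data were not analysed here.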

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

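The 21 lists were written before the data were examined, and the second list of endothelial genes used below is not among them. The tests of the lists' difference between the days and the tests on sex-linked genes took their final form after the results were seen. So did the tests of exon length and GC content and the comparison of endothelial genes with random lists.

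Transcripts of the sex chromosomes differed between the genotypes at 7 dpi, in data the paper does not discuss. Xist (X chromosome, 103460366 to 103483254) stood at 12.4 and 0.0252 TPM in the control libraries and at 110 and 103 TPM in the Osr1cKO libraries, a log2 fold change of 4.75 that was 2.87 without control replicate 2 and 6.64 without control replicate 1. Ddx3y (Y chromosome, 1260771 to 1286629) stood at 47.5 and 48.6 TPM in control and at 10.5 and 2.22 TPM in Osr1cKO, a log2 fold change of -3.13 (adjusted p = 0.221 from limma). The list of sex-linked genes had 4 of 5 genes lower at 7 dpi, with a median of -2.05 (adjusted p = 0.000874 by camera and 0.231 by fry). At 3 dpi, Xist was the 1 gene tested, with a log2 fold change of 0.02 and overlapping libraries. The Y-linked genes of the list were under the filter at 3 dpi. Reads shared between X and Y copies are argued against by Xist, which has no Y copy and rose by 4.75. All 4 X-linked copies of Y genes examined, chosen after their values had been seen, were higher in both Osr1cKO libraries than in both control libraries. Xist, the Y-linked genes of the list and these X-linked copies all went the way that more male mice in the control pools would give. More male mice in the control pools of 7 dpi is thus the likely explanation. The pools were of 4 mice each, and the paper's text names no sex. Of the 1834 genes at an unadjusted p under 0.05 and a fold change over 1.2 at 7 dpi, 66 (3.60%) lie on X or Y, 34 higher and 26 lower of 550 tested on X and 6 lower of 7 on Y. Of the 11 genes at an adjusted p under 0.1, 0 lie there, and of the 220 that limma-voom called, 13 (5.91%) do. If the pools did differ in sex, its effects on autosomal genes cannot be told apart from effects of genotype at 7 dpi, because such a difference would go with genotype. The same limit holds for each difference between the days in the effect of genotype, since it takes in the 7 dpi libraries.

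Cholesterol biosynthesis genes rose in Osr1cKO at 7 dpi, which the paper does not report. All 24 genes tested were higher, 21 at an unadjusted p under 0.05 and a fold change over 1.2, with a median log2 fold change of 0.70 (adjusted p = 5.90e-21 by camera and 0.121 by fry) that stayed between 0.62 and 0.70 with each library left out. At 3 dpi, 15 of 24 were lower, with a median of -0.08 (adjusted p = 0.502 by camera) that was 0.01 without control replicate 1, -0.16 without control replicate 2 and -0.02 without Osr1cKO replicate 1. The effect differed between the days by 0.69 (adjusted p = 7.42e-19 by camera and 0.0248 by fry over 21 lists). Insig1 rose from 66.5 ± 3.92 to 121.8 ± 1.75 TPM (SD, n = 2) and Cyp51, which overlaps Akap9 on the opposite strand, from 31.2 ± 4.09 to 77.4 ± 6.68 TPM. Scaling is argued against: the highest median among 10000 random lists of the same expression was 0.185. The trend of all genes with exon length shifted no gene by more than 0.147 on the log2 scale and the trend with GC content none by more than 0.0471, which argues against both as the whole cause. Sex stays open: the 22 autosomal genes had a median of 0.704 and the 2 X-linked genes 0.341, which leaves autosomal effects of sex. Mice were pooled by genotype, so a difference between the pools in any other respect stays open as well.

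Endothelial genes were lower at 3 dpi and higher at 7 dpi. At 3 dpi, 8 of 8 were lower, with a median of -0.39 (adjusted p = 0.00321 by camera and 0.231 by fry); at 7 dpi, 9 of 10 were higher, with a median of 0.22 (adjusted p = 0.0149 by camera and 0.265 by fry) that was 0.10 without Osr1cKO replicate 2. The difference between the days was 0.60 (adjusted p = 3.63e-05 by camera and 0.0142 by fry). Kdr stood at 16.8 and 2.25 TPM in the control libraries at 3 dpi and at 1.12 and 0.880 TPM in the Osr1cKO libraries, so its level in control came from replicate 1. Scaling is argued against, as 1 of 10000 random lists of the same expression differed as far, with a highest value of 0.680. RNA from endothelial cells stays open: a second list of endothelial genes differed by 0.0514 between the days, with 11 of 18 genes higher, and members in both directions decide nothing. The sort removed CD31+ cells.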

How the results depend on the processing

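The alternatives with a pseudocount of 0.1, a mean TPM of at least 1, limma-voom, robust eBayes and the crossed pairing were chosen after the data were seen; the others were set before. The cause of a change was not tested unless given.

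At 3 dpi, where 341 genes were higher and 640 lower, no filter gave 537 higher, 1 fit of all 8 libraries gave 691 higher and 1002 lower, and an adjusted p under 0.05 or under 0.1 gave 0 in each direction. At an adjusted p under 0.1, the fit of all 8 libraries gave 11 genes at 3 dpi where the fit of 4 libraries gave 0.

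At 7 dpi, the 3 higher and 8 lower genes became 0 and 0 without a filter, with 1 fit of all 8 libraries, at an adjusted p under 0.05 and with a mean TPM of at least 1. They became 9 and 16 with at least 10 fragments in every library, 851 and 983 at an unadjusted p under 0.05, 84 and 136 with limma-voom, and 107 and 189 with limma-voom and robust eBayes. The 11 genes in all became 25 with at least 10 fragments in every library, 220 with limma-voom and 296 with robust eBayes as well, and 0 without a filter, with all 8 libraries, at an adjusted p under 0.05 and with a mean TPM of at least 1. All 11 were among the 220 of limma-voom.

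On deposited TPM without further scaling, 12 genes were higher at 7 dpi and 18 passed in all. At an unadjusted p, 2288 were then higher and 457 lower, so 83.4% were higher against 46.4% after scaling, with the median of all genes shifted by 0.11.

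Genes higher at both days became 1 without scaling, 51 at an unadjusted p, 12 with limma-voom and 13 with limma-voom and robust eBayes. Genes lower at both became 82, 14 and 20 in the last 3 of these. The 1 gene in opposite directions became 2 without scaling, 33 at an unadjusted p, 6 with limma-voom and 8 with robust eBayes as well. It became 0 without a filter, with all 8 libraries, with a mean TPM of at least 1, at an adjusted p under 0.05 and at an adjusted p under 0.1 at 3 dpi. The interaction gave 31 genes without a filter, 3 with a pseudocount of 0.1 and 1 with a mean TPM of at least 1, against 0.

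The libraries share replicate numbers but nothing is stated to pair them, and deviations of same-numbered libraries correlated by -0.129 at 3 dpi and 0.0652 at 7 dpi. The replicate block gave 7 higher and 3 lower genes at 7 dpi, 2 higher and 1 lower at both days and 0 in opposite directions. The crossed pairing gave 458 higher and 785 lower genes at 3 dpi and 3 and 8 at 7 dpi.

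Of the lists, 9 passed by camera at 3 dpi and 14 at 7 dpi, and 0 and 0 under fry or an estimated correlation. Directions reversed for the lymphoid list (0.0207) and the sex-linked list (0) at 3 dpi with 1 fit of all 8 libraries, which tests more genes, and for the adipogenic list at 7 dpi without a filter (-0.005). On deposited TPM they reversed at 7 dpi for the erythroid list (0.0068), the TGFβ response list (0.0454) and Timp2 (0.10).

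Over all alternatives, 55 named genes were counted as the same in 531 cases, stronger in 30, weaker in 36 and reversed in 1. The 41 list tests were counted as the same in 467, stronger in 1, weaker in 60 and reversed in 5. For these list tests, the same means that the sign held and the adjusted p stayed on its side of 0.05. The size of the median was not compared. Figure lists were counted as the same in 209. With each library left out in turn, 16 of 55 gene values moved by over 1.5 times, 2 of them with a change of sign, and 34 of 41 list medians did, 14 with a change of sign. Alternatives with a negative binomial model of deposited counts were not run, since the values are TPM. Such a model was not run on the recovered fragments either, so its effect on the number of genes called is not known.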

Differences from the paper's values

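At 7 dpi, the paper reports 544 differentially expressed genes, 206 upregulated and 338 downregulated, and 11 were called here, 3 higher and 8 lower. None of the alternatives that were set before the data were examined and then run closed the gap. They gave between 0 and 25 genes at an adjusted p, and 1834 at an unadjusted p under 0.05. The count models set beforehand, among them the paper's DESeq2, were not run. limma-voom, chosen after seeing the values, came closer, with 220 genes (84 higher and 136 lower), and with robust eBayes 296 (107 and 189). The paper reports 96 genes deregulated at both days, 32 up at both, 45 down at both and 19 opposite, against 1, 0, 0 and 1 here. No alternative that was set beforehand and run closed these gaps. At an unadjusted p under 0.05 the values were 166, 51, 82 and 33. limma-voom, chosen after seeing the values, gave 12, 14 and 6 for the last 3.

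At 3 dpi, the paper's 950 genes (261 up and 689 down) stand beside 981 here (341 higher and 640 lower). Fits of all 8 libraries gave 1693 and the adjusted thresholds gave 0.

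The paper shows several genes in a direction not found here. Col1a1, upregulated in Fig. 7b and Supplementary Fig. 9f, was -0.15 at 7 dpi (-0.01 on deposited TPM without further scaling), and Angptl4, upregulated in Supplementary Fig. 4d, was -0.19 (-0.05 on deposited TPM). In Supplementary Fig. 9e and f, Chst1 was -0.23 at 3 dpi and Sulf2 and Trps1 were -0.04 and -0.08 at 7 dpi; on deposited TPM, an alternative set before the data were examined, these 2 were higher, by 0.10 and 0.05, as in the paper. Tgfb genes are described as upregulated, and Tgfb3 was -0.32 at 7 dpi (-0.18 on deposited TPM). The text names Timp1 as a TGFβ target (0.67 here at 7 dpi) where Supplementary Fig. 9a shows Timp2 (-0.04, or 0.10 on deposited TPM). Of the 51 transcripts of the Osr1 cluster, only part of which the paper describes as lower, 26 were lower at 3 dpi and 49 at 7 dpi.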

Other observations

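Except for the 21 lists, which were written before the data were examined, the tests here were chosen after the results were seen. The list of imprinted genes is not one of the 21.

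With 4 libraries per day there are 3 splits into pairs, so the share of splits cannot fall under 0.05. At both days, 1 of the 3 splits, the real one, gave as many genes. At 3 dpi the genotype split gave 981 genes at an unadjusted p under 0.05 and a fold change over 1.2, against 865 for control 1 with Osr1cKO 2 and 185 for replicate 1 against replicate 2. At 7 dpi it gave 1834, against 425 and 481, and at an adjusted p under 0.1 it gave 11 against 0 and 0. The count at 3 dpi thus stands little above a split that mixes the genotypes. Over 1619 genes the genotype effect at 3 dpi had the sign of that at 7 dpi for 66.3%. The splits by replicate number and across it gave 69.0% and 58.6%, each taken in the orientation with the larger share, so the share for genotype lay between those of the other splits.

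Before further scaling, the median gene was 0.11 higher on the log2 scale in Osr1cKO at 7 dpi. The abundant noncoding genes Gm23935, Gm42418, Mir6236, CT010467.1 and Rn7sk together took 12.6% and 11.8% of TPM in control and 8.74% and 6.04% in Osr1cKO. Without them the shift was 0.049. A candidate explanation is thus that a few abundant noncoding transcripts lower all other TPM values in control.

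Imprinted genes were noticed because Zim1 and Peg3 were among the genes of smallest p at 7 dpi. Of 26 imprinted genes, 24 were lower in Osr1cKO, with a median of -0.23, between -0.31 and -0.24 with each library left out and -0.10 on deposited TPM. The lowest median among 10000 random lists was -0.16, which argues against scaling. At 3 dpi the median was -0.11, with 15 of 26 lower, so sex differences between the pools cannot be told apart from genotype; a further explanation was looked at and replaced after its result was seen.

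Of the 5 lower genes of smallest p at 3 dpi, 3 lie within 3836134 bp of chromosome 7, which 0.03% of random draws of 5 genes gave. The draws were chosen after this closeness was seen, so that share cannot serve as a test of it. A stretch of chromosome 7 that differs between the mice of the genotypes could explain the closeness. Of 128 other genes within 5 Mb, 6.25% were called, against 6.29% elsewhere, which leaves this explanation open. Genes near the floxed Osr1, where linked alleles would lie, were not called more often than others. Within 10 Mb of Osr1, 5.48% of 73 genes were called at 3 dpi against 6.30% elsewhere, and 10.96% at 7 dpi against 11.2% elsewhere (Fisher's exact test, two-sided, p = 1 at both days). So few genes could not hold most of the calls in any case, and linked alleles stay open for single genes.

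Across 14929 genes, the effect of genotype at 7 dpi correlated with the change from 3 to 7 dpi by -0.167 and -0.307 where no library was shared. A slower course in Osr1cKO could give this, but replicates of one genotype gave -0.214 and -0.140 along the same axis, so it stays open. Genes are not independent replicates.

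Other lists are given as values. Proliferation genes were higher in 21 of 23 cases at 3 dpi, with a median of 0.16 (adjusted p = 0.00351 by camera; from -0.02 without control replicate 1 to 0.32 without control replicate 2), and in 22 of 23 at 7 dpi, with a median of 0.57 (adjusted p = 2.28e-09; 0.28 without control replicate 2). Mki67 stood at 19.4 and 10.4 TPM in control and at 24.1 and 25.1 TPM in Osr1cKO at 7 dpi. The paper reports the other direction for Ki67 labelling of FAPs sorted at 7 dpi, with less in Osr1cKO. That is protein labelling in FAPs sorted without the GFP gate, whereas these are transcripts of GFP+ FAPs, so the 2 are unlike measures. Stress and immediate early genes had medians of -0.08 at 3 dpi (adjusted p = 0.279; from -0.24 without Osr1cKO replicate 1 to 0.05 without control replicate 2) and -0.37 at 7 dpi (19 of 19 lower, adjusted p = 7.13e-08; -0.24 without Osr1cKO replicate 1). Myofiber genes had medians of -0.11 (adjusted p = 0.291; from -0.24 without control replicate 2 to -0.03 without Osr1cKO replicate 2) and -0.56 (13 of 14 lower, adjusted p = 7.27e-06; -0.92 without control replicate 2 and -0.35 without control replicate 1). FAP identity genes had medians of -0.22 (adjusted p = 0.210; -0.09 without Osr1cKO replicate 1) and -0.14 (12 of 14 lower, adjusted p = 0.0310; from -0.35 without Osr1cKO replicate 2 to -0.02 without Osr1cKO replicate 1). On deposited TPM without further scaling, the medians at 7 dpi were -0.0081 for FAP identity genes, -0.23 for stress genes, -0.45 for myofiber genes and 0.68 for proliferation genes.

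Adipogenic genes had medians of -0.45 at 3 dpi (7 of 9 lower, adjusted p = 0.00607 by camera; -0.07 without control replicate 1) and 0.05 at 7 dpi (adjusted p = 0.902; from -0.07 without control replicate 2 to 0.17 without control replicate 1). Macrophage genes had medians of -0.03 (adjusted p = 0.747; from -0.44 without Osr1cKO replicate 1 to 0.30 without Osr1cKO replicate 2) and 0.14 (16 of 17 higher, adjusted p = 0.0165; from 0.04 without Osr1cKO replicate 2 to 0.29 without Osr1cKO replicate 1). Muscle stem cell genes had medians of -0.14 (adjusted p = 0.336; from -0.41 without control replicate 1 to 0.05 without control replicate 2) and -0.13 (adjusted p = 0.578; from -1.002 without control replicate 2 to 0.34 without control replicate 1). Schwann cell genes had medians of -0.03 (adjusted p = 0.856; from -0.14 without Osr1cKO replicate 2 to 0.03 without Osr1cKO replicate 1) and 0.04 (adjusted p = 0.453; from -0.09 without Osr1cKO replicate 2 to 0.19 without control replicate 2). The 3 lymphoid genes had medians of -0.10 (adjusted p = 0.747; from -0.28 without control replicate 2 to 0.07 without control replicate 1) and -0.44 (adjusted p = 0.647; -0.23 without Osr1cKO replicate 1). The 5 erythroid genes tested at 7 dpi had a median of -0.08 (adjusted p = 0.902; from -0.84 without Osr1cKO replicate 2 to 0.67 without Osr1cKO replicate 1). On deposited TPM, the medians at 7 dpi were 0.19 for adipogenic, 0.26 for macrophage, -0.03 for muscle stem cell and 0.12 for Schwann cell genes.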
